# Brimonidine Therapy for Protection From Noise‐Induced Hearing Loss

**DOI:** 10.1111/acel.70481

**Published:** 2026-04-09

**Authors:** Jing Cai, Na Zhang, Yongdong Song, Chengfang Chen, Ligang Kong, Yu Ai, Yu Jin, Qian Gao, Daogong Zhang, Lei Xu, Haibo Wang

**Keywords:** aging, brimonidine, ear, noise, spiral ganglion neurons, synapses

## Abstract

Noise exposure is a known cause of hearing loss, and only a few effective preventive drugs are available. Therefore, in this study, we aimed to investigate the protective effects of brimonidine on noise‐induced inner ear hearing impairment in mice and explore its underlying mechanisms and long‐term outcomes. Mice were randomly divided into control, noise exposure, and brimonidine groups. A 62‐week follow‐up was conducted after noise exposure. Brimonidine inhibited the noise‐induced increase in inner ear glutamate concentration and downregulated inflammatory factors and immunoglobulins. Brimonidine decreased glutaminase and VGLUT2/3 expression and reduced glutamate synthesis and vesicle transport without affecting its clearance, thereby decreasing glutamate excitotoxicity and protecting synapses and spiral ganglion neurons long term. Mice exposed to noise could temporarily restore their hearing thresholds; however, their auditory function in old age remained significantly worse than those that received brimonidine‐mediated cochlear protection in youth. These findings highlight the importance of enhancing noise protection from an early age.

## 1 Introduction

Noise‐induced hearing loss (NIHL) remains a major public health problem worldwide (Chadha et al. 2021). Hearing loss caused by acute noise exposure (NE) is classified as a temporary threshold shift (TTS) or permanent threshold shift based on NE intensity (Wang et al. 2025). In common TTS, hearing recovers to normal levels within a few weeks. However, rapid, extensive, and irreversible loss of ribbon synapses between spiral ganglion neurons (SGNs) and inner hair cells (IHCs) occurs after NE, resulting in delayed and progressive SGNs loss several months later (Kujawa and Liberman 2009, 2015; Lin et al. 2011). Relatively normal hearing patterns in the early stages of injury mask widespread synaptic lesions, as verified in animal experiments (Kujawa and Liberman 2009). This “hidden hearing loss” warrants early intervention. Evidence from studies on noise‐induced deafness in young people indicates that NE in early life can lead to hearing loss later in life (Balk et al. 2023; Kujawa and Liberman 2006). Therefore, protecting synapses during the early stage of injury to reduce subsequent loss of SGNs is important for preventing acquired sensorineural hearing loss.

The mechanisms of NE‐induced damage include excitotoxicity, mechanical injury, oxidative stress, calcium ion overload, and immune responses, among which glutamate‐mediated excitotoxicity is the most important (Kim et al. 2019; Moser and Starr 2016; Paciello et al. 2021; Wu et al. 2022). Glutamate is the principal excitatory neurotransmitter at the synapse between cochlear hair cells and the axons of auditory neurons. During NE, excessive glutamate release and impaired clearance from the synaptic cleft cause calcium overload, mitochondrial dysfunction, and neuronal edema or loss (Liberman and Kujawa 2017).

Potential treatment options for NIHL include exogenous antioxidants, glutamate antagonists, calcium antagonists, neurotrophic factors, and glucocorticoids (Han et al. 2015; Hashimoto et al. 2019; Hu et al. 2020; Khan et al. 2000; Min et al. 2023; Yu et al. 2024). These agents can mitigate the impact of NE through various mechanisms; however, their effects on preventing or restoring hearing are limited. The U.S. Food and Drug Administration has not approved any pharmacological interventions for NIHL (Le Prell 2022). Hearing aids and cochlear implants are currently used as alternative treatments for sensorineural hearing loss. These devices can improve hearing to some extent; however, they do not fully restore the function of damaged inner ear cells and neurons (Carlson 2020). Therefore, it is essential to investigate the pathogenesis of NIHL and explore potential therapeutic strategies that target its underlying causes.

Brimonidine, a first‐line drug for the treatment of glaucoma, is a highly selective α_2_‐adrenergic receptor (α_2_‐AR) agonist that lowers intraocular pressure and protects the optic nerve (Maciulaitiene et al. 2024). It exerts significant protective effects by reducing cyclic adenosine monophosphate (cAMP) levels, inhibiting voltage‐gated Ca^2+^ channels, regulating the β‐amyloid pathway, upregulating neurotrophic factors, and alleviating glutamate‐mediated excitotoxicity in neurons (Jung et al. 2015; Lee et al. 2012; Nizari et al. 2016; Wang et al. 2024). Our previous study reported that brimonidine protects SGNs cultured in vitro from glutamate damage via an anti‐apoptotic mechanism (Cai et al. 2013). However, it remains unclear whether brimonidine exerts a neuroprotective effect on inner ear hair cells and auditory nerves following NE. Therefore, we aimed to investigate the short‐ and long‐term protective effects of brimonidine on SGN synaptic structures and its underlying mechanisms of action.

## 2 Methods

### 2.1 Animals and Grouping

Eight‐week‐old C57BL/6J mice were obtained from the Animal Center of Shandong University (Jinan, China). The mice were housed in a controlled environment (temperature: 20°C–22°C; humidity: 40%–70%; 12/12‐h light/dark cycle) with ad libitum access to food and water.

Ninety C57BL/6J mice were randomly divided into three groups (*n* = 30 per group): NE (+NE, −Bri), brimonidine (+NE, +Bri), and control (−NE, −Bri). Mice in the NE group were exposed to noise ranging from 8 to 16 kHz at an intensity of 100 dB for 2 h. Mice in the brimonidine group received intraperitoneal (IP) injections of brimonidine (1 mg/kg, UK‐14,304, Sigma‐Aldrich) 1 day before NE, on the day of NE, and on the first day post‐exposure. Mice in the control group received an equivalent volume of saline via IP injection following the same regimen. On the second day after NE, mice in each group underwent auditory brainstem response (ABR), compound action potential (CAP), and distortion product otoacoustic emission (DPOAE) testing and were subsequently euthanized. Cochlear RNA sequencing was performed in 17 mice, and molecular biology experiments were conducted in the remaining animals. The remaining mice in each group underwent ABR testing at 2 weeks post‐exposure and were then raised until 62 weeks post‐exposure (*n* = 8). At 62 weeks, the mice underwent ABR and histologic testing before euthanasia (Figure 1A).

**FIGURE 1:**
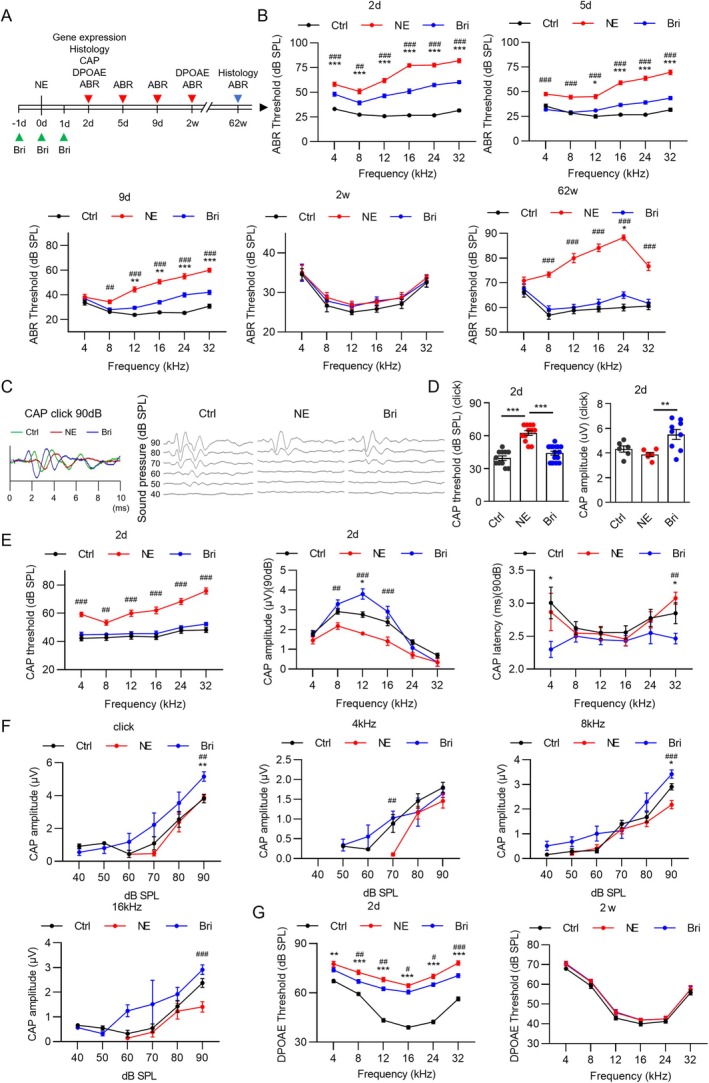
Brimonidine attenuates noise‐induced hearing loss in adult mice. (A) Administration and testing time points. (B) ABR results of three groups of mice at different time points. Hearing loss in the brimonidine group was consistently less severe than that in the NE group. Although hearing in the NE group recovered to baseline levels by 2 weeks post‐exposure, ABR thresholds in this group significantly increased again by 62 weeks post‐exposure, whereas the hearing level in the brimonidine group did not differ from that in the control group. (C) CAP waveform diagrams of the three groups. (D) Threshold and amplitude of CAP under click at 90 dB. (E) CAP threshold, amplitude, and latency for each frequency. (F) CAP amplitude of click, 4, 8, and 16 kHz. (G) DPOAE values. *n* = 6–26 for ABR. *n* = 8–15 for DPOAE. The ABR and DPOAE measurements were obtained from the same mice; the CAP threshold was from a separate group. Statistical analysis: One‐way ANOVA, *p* < 0.05, compared with control (*) and NE (#) groups. Symbols 1, 2, and 3 indicate *p* < 0.05, 0.01, and 0.001, respectively.

To assess whether brimonidine itself impacts hearing and synapses, an additional 12 mice were randomly assigned to two groups: sham (−NE, −Bri) and single brimonidine (−NE, +Bri). Mice in the single brimonidine group received IP injections of brimonidine (1 mg/kg, *n* = 6) for 3 consecutive days, whereas mice in the sham group received IP saline injections for 3 days.

### 2.2 Ethics Statement

All research protocols were approved by the Animal Care Committee of Shandong University (No. ECAESDUSM 20,123,011). All experiments were conducted in accordance with ARRIVE guidelines and complied with the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. Only male C57BL/6J mice were used in this study; therefore, the sex‐based influence on the results was not evaluated.

### 2.3 NE

Awake and unrestrained mice were exposed to a 100 dB sound pressure level (SPL; 8–16 kHz) octave‐band noise stimulus for 2 h using a sound generator (Crown CDi1000, AVIS). Noise calibration was performed before each exposure session. Notably, the sound pressure levels varied by 1 dB between the cages. Mice in the brimonidine group were exposed to noise 0.5 h after IP brimonidine administration.

### 2.4 Auditory Function Tests

Auditory function was assessed using ABR, DPOAE, and CAP tests. Briefly, the mice were anesthetized with xylazine (6 mg/kg) and ketamine (50 mg/kg). ABRs were recorded using subdermal needle electrodes (vertex‐ipsilateral ear‐back position). Furthermore, the recording electrode was placed in the round window niche for cochlear nerve CAP. TDT System III (Tucker‐Davis Technologies) produced click and tone burst stimuli at frequencies of 4, 8, 12, 16, 24, and 32 kHz, each with a duration of 10 ms and rise/fall time of 0.5 ms. Electrode responses were amplified, filtered, and averaged (1024 samples for ABR and 512 for CAP; alternating polarities). Specifically, the initial stimulation intensity was set to 90 dB SPL and decreased in steps of 5 dB until the response was undetectable. The lowest intensity that elicited a response was recorded as the ABR threshold. The intensity that triggered a CAP amplitude of 3 μV was defined as the CAP threshold. CAP amplitude, measured as the voltage difference between the first negative peak and subsequent positive peak, was plotted against the stimulus intensity to produce an input/output function at each tested frequency. DPOAEs were recorded using primary tones with a frequency ratio of 1.2, with the level of f2 maintained at least 10 dB lower than that of the f1 level, while incrementing both in steps of 5 dB. The sound pressure within the ear canal was amplified and digitally sampled, and fast Fourier transforms were computed and averaged using both the waveform and spectral averaging methods. The 2f1‐f2 DPOAE amplitude and surrounding noise floor were extracted from the data. DPOAE threshold was defined as the f1 level required to elicit a response of ˗5 dB SPL.

### 2.5 Sample Collection

Cochlear tissues were harvested, and a portion was processed for transmission electron microscopy (TEM). Another portion was fixed overnight at 4°C with 4% paraformaldehyde (PFA; Sigma‐Aldrich) and rinsed with phosphate‐buffered saline (PBS; pH 7.4) to remove residual PFA. Thereafter, the samples were either prepared for frozen sectioning or subjected to microdissection. For immunofluorescence (IF) staining, cochlear basilar membrane (BM) tissues were placed on small glass slides pre‐coated with Cell‐Tak.

### 2.6 Synaptic Ribbon Counts

We longitudinally sectioned the modiolus and examined three segments of the basilar membrane. We further segmented the target frequency range in each turn, with each segment approximately 1 mm long. Cochlear frequency mapping identified basal (80%–90% from apex, 40–50 kHz), middle (40%–60%, 16–24 kHz), and apical (10%–20%, 9–12 kHz) turns (Manalo et al. 2020) (Francis et al. 2004). A 63× oil immersion objective with 3.5× digital zoom was used to capture whole‐mount images. Each image included at least five complete cells. We manually counted the total number of paired and unpaired synaptic ribbons based on C‐terminal binding protein 2 (Ctbp2, green) staining in each IHC.

### 2.7 Frozen Sections

Briefly, the cochleae were fixed overnight at 4°C in 4% PFA, decalcified in PBS containing 10% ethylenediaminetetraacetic acid (Solarbio) at 4°C for 24 h, dehydrated through sequential incubations in PBS supplemented with 10%, 20%, and 30% sucrose, and embedded in optimal cutting temperature compound (Tissue‐Tek, Sakura Fine‐Tek). Thereafter, the samples were cut into 7‐μm sections using a cryostat (Leica CM1850, Leica).

### 2.8 IF

Cochlear BM tissues and frozen sections were permeabilized with 0.5% Triton X‐100 (Sigma‐Aldrich) for 1 h and blocked with 1% fish gelatin solution (G7765; Sigma‐Aldrich) for 1 h. Thereafter, the samples were incubated overnight at 4°C with specific primary antibodies (Table S1) diluted in 1% PBS‐BSA solution. After washing with PBS, the samples were incubated in the dark with FITC‐ or TRITC‐conjugated donkey anti‐rabbit, anti‐mouse, or anti‐goat secondary antibodies (Table S1) and DAPI (D9542, Sigma‐Aldrich) diluted in 1% BSA‐PBS (1:1000) at 37°C for 1 h. After washing with PBS, the coverslips were mounted, and images were obtained using a laser‐scanning confocal microscope (Leica SP8; Leica).

### 2.9 TEM

Briefly, cochlear BM tissues were collected, rinsed with PBS, and immediately placed in a fixative solution containing 2% PFA and 2.5% glutaraldehyde (Sigma‐Aldrich, G5882; pH 7.4). Thereafter, the samples were dehydrated and embedded in Epon 812 (45345; Sigma‐Aldrich). Semi‐thin sections were stained with toluidine blue, and ultrathin sections were stained with lead citrate and uranyl acetate. Finally, the samples were examined using TEM (JEOL‐1200EX, JEOL‐1010) at Shandong Weiya Laboratory, and images were acquired using a Morada‐G2 CCD camera.

### 2.10 Enzyme‐Linked Immunosorbent Assay

Briefly, the inner ear tissue of the mice was harvested, snap‐frozen in liquid nitrogen, and stored at −80°C until analysis. Thereafter, the samples were lysed in a buffer and homogenized. After centrifugation of the homogenate, the supernatant was collected for enzyme‐linked immunosorbent assay (ELISA). Enzymes and standard glutamate (ab83389; Abcam) were used to determine glutamate concentrations in the inner ear according to the manufacturer's instructions. A microplate reader (Bio‐Rad) was used to detect signals at 450 nm.

### 2.11 RNA Sequencing Analysis

Total RNA was extracted from the cochleae of 17 mice (three control, seven NE, and seven brimonidine) using TRIzol reagent (Thermo Fisher Scientific) according to the manufacturer's instructions. RNA quantity and purity were assessed using a Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent). High‐quality RNA samples (RIN > 7.0) were used to construct sequencing libraries. Therefore, the transcriptomes of the three groups were analyzed using an Illumina NovaSeq 6000 platform (Shandong Xiuyue Biotechnology Co. Ltd.). Differential expression analysis was performed to identify differentially expressed genes (DEGs) between the three groups using DESeq2 software with the following thresholds: false discovery rate < 0.05 and absolute fold change ≥ 2. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were conducted for DEGs.

### 2.12 RNA Extraction and qPCR

Total RNA was extracted from BM tissues and purified using TRIzol reagent (Invitrogen). One portion was used for exploratory RNA sequencing analysis, whereas the other was independently preserved for validation experiments. Complementary DNA (cDNA) was synthesized via reverse transcription using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific), according to the manufacturer's protocol. Quantitative real‐time PCR (qRT‐PCR) was performed using SYBR Premix Ex Taq (Takara Bio). GAPDH was used as the reference gene. Data analysis was performed using the Eppendorf Realplex 2 system. Primer sequences used for amplification are listed in Table S2.

### 2.13 Western Blot Analysis

Total protein was extracted from cochlear BM tissues using cold RIPA lysis buffer supplemented with a protease inhibitor cocktail. Thereafter, equal amounts of protein samples were heat‐denatured at 99°C for 10 min, separated using 10% SDS‐PAGE gel electrophoresis, and transferred onto polyvinylidene difluoride membranes (Millipore). After blocking with 5% skim milk for 1 h, the membranes were incubated with specific primary antibodies at 4°C for 15 h (Table S1). The following day, the membranes were incubated with horseradish peroxidase‐conjugated secondary antibodies for 1 h. Protein bands were visualized using an enhanced chemiluminescence kit (Millipore). All blocking, incubation, and washing steps were performed using Tris‐buffered saline with 0.05% Tween 20.

### 2.14 Image Analysis

Confocal images of ribbon synapses were acquired using a Leica SPE confocal microscope and analyzed using ImageJ software to measure ribbon synapse diameters. We defined any immunostaining spots exceeding the mean ± 2 × standard deviation (SD) in each group as abnormal. In frozen sections, SGNs with large round nuclei were counted within a complete Rosenthal's canal. For each experiment, at least six samples were analyzed to obtain the average value for each group.

### 2.15 Statistics and Reproducibility

All statistical analyses were performed using SPSS version 25.0. One‐way analysis of variance was used to assess differences among multiple groups, and unpaired *t*‐tests were used to compare two groups. Data are presented as mean ± SD. All experiments were repeated at least three times. Statistical significance was set at *p* < 0.05.

## 3 Results

### 3.1 Brimonidine Alleviates NIHL in Adult Mice and Impacts Long‐Term Hearing

In this study, NE significantly impaired auditory sensitivity. At 2 days post‐exposure, the ABR thresholds increased significantly at all frequencies (*p* < 0.001), with an increase of approximately 45 dB at 16–32 kHz. Hearing function gradually returned to normal levels. Brimonidine protected hearing thresholds in noise‐exposed mice (*p* < 0.05). Specifically, temporary hearing loss of approximately 20 dB was observed; however, hearing returned to normal 2 weeks post‐exposure (Figure 1B). Temporary restoration of hearing function occurred after NE; however, ABR thresholds in the NE group increased significantly at 62 weeks post‐exposure, whereas those in the brimonidine group decreased significantly (Figure 1B). In the absence of noise exposure, brimonidine alone did not affect hearing thresholds in mice (Figure S1A).

NE significantly increased the CAP threshold at various frequencies. Brimonidine administration significantly attenuated the NE‐induced increase in CAP threshold. NE significantly decreased the amplitude at 90 dB and 8–16 kHz; however, brimonidine reversed this decrease (Figure 1E,F). Notably, this finding was confirmed at 80 dB and 12 kHz (Figure S2A), indicating that NE damaged the synapses and that brimonidine provided some protection. At 90 dB, brimonidine significantly shortened CAP latency at 32 kHz (Figure 1E). Similarly, latency was significantly shortened at 80 dB and 32 kHz (Figure S2B). Latency reflects the conduction time of the auditory nerves.

To assess the function of outer hair cells (OHCs) in the cochlea, we measured DPOAE thresholds. NE increased the DPOAE thresholds compared with the baseline levels at 2 days post‐exposure; however, brimonidine administration reduced the thresholds at 8, 12, 24, and 32 kHz. DPOAE thresholds were normalized in both the brimonidine and NE groups at 2 weeks post‐exposure (Figure 1G). Overall, these results were consistent with those of ABR, suggesting that brimonidine attenuates NIHL in adult mice and that the normal function of hair cells correlates with their preserved quantity.

### 3.2 Brimonidine Reduces Synaptic Loss and Long‐Term SGN Loss After NE

IF staining for Ctbp2 (green) and glutamate receptor 2/3 (red) was performed on the BM tissue to observe the synaptic zone and AMPA‐type receptors. IHCs and OHCs were preserved (data not shown), and the average number of synapses per IHC was counted. NE significantly reduced synaptic survival (Figure 2A,B). At 2 days post‐exposure, synapse counts in the basal and middle turns decreased significantly from 17.33 ± 2 and 19.27 ± 2.28 to 5.45 ± 2.19 (69% decrease) and 8.1 ± 2.33 (58% decrease), respectively. In the brimonidine group, synapse counts in the basal and middle turns decreased by 18% (from 17.33 ± 2 to 14.2 ± 1.99) and 16% (from 19.27 ± 2.28 to 16.27 ± 1.79), respectively. In the NE group, synapse counts in the basal turn further decreased from 17.33 ± 2 to 0.4 ± 0.55 and were almost undetectable in 70‐week‐old mice. Synapse counts in the control group decreased significantly at 70 weeks; however, 40% of basal turn synapses remained (from 17.33 ± 2 to 7 ± 0.71), whereas 28% remained in the brimonidine group (from 17.33 ± 2 to 4.8 ± 0.84). The middle region had more synapses than the basal region. At 70 weeks, synapse counts in the three groups decreased by 50% (19.27 ± 2.28 to 9.6 ± 0.89, control), 69% (19.27 ± 2.28 to 6 ± 1, NE), and 52% (19.27 ± 2.28 to 9.2 ± 0.84, brimonidine), respectively. No significant differences were observed in apical turn synapse counts among the three groups at 8 weeks (Figure S3); however, data on apical turn synapses in aged mice are lacking. Overall, these results indicate that brimonidine has a significant protective effect on synapses and confirm that the basal turn of the cochlea is more fragile than that of the middle turn.

**FIGURE 2:**
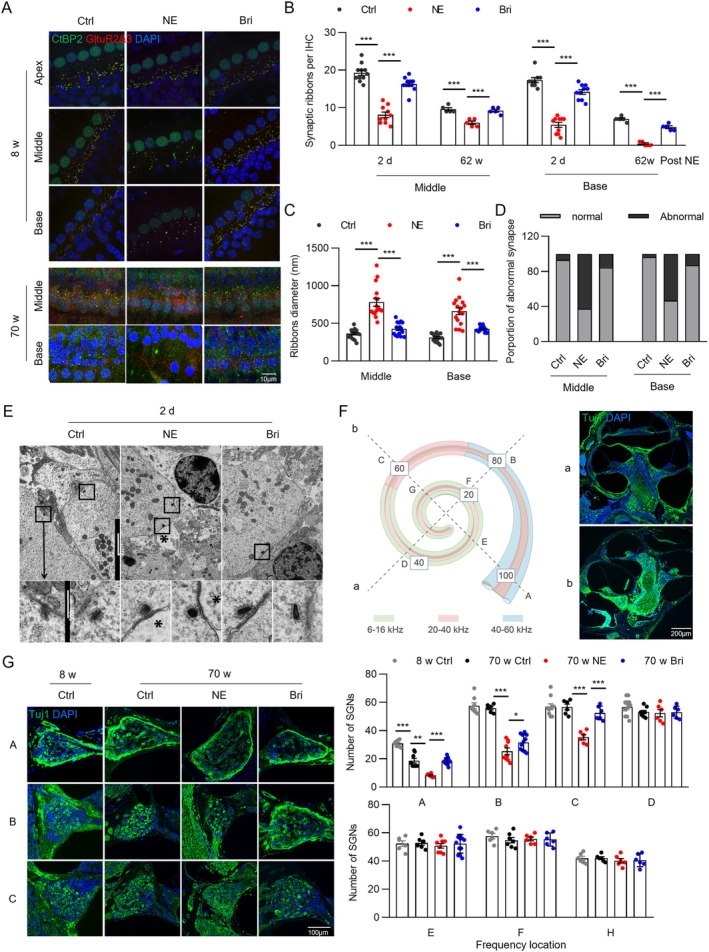
Brimonidine protects synapses and SGNs. (A) Representative images of IHC synapses in three groups at 2 days and 62 weeks post‐exposure. (B) Quantification of synapse numbers. *n* = 5–11 IHCs from 3 mice. (C) Quantification of synapse diameters. *n* = 16 ribbon synapses from 3 mice. (D) Quantification of abnormal synapse numbers. *n* = 3. (E) Synaptic ultrastructure in each group under TEM, * indicates neuronal edema. (F) The modiolar region was cut into two perpendicular sections (lines a and b), and the number of SGNs at the corresponding positions in each group was counted. (G) In representative frequency sections of basal and middle turns, the number of SGNs in the three groups of 70‐week‐old mice was reduced compared to that at 8 weeks, particularly in the NE group; brimonidine reversed SGN. *n* = 6–12 sections from 3 mice. *p < 0.05, **p < 0.01, ***p < 0.001.

Furthermore, we observed significant changes in synaptic morphology. In the NE group, several synapses were abnormally increased (Figure 2C) and became misaligned with the IHC membrane, suggesting that they may no longer contribute to effective synaptic transmission. Notably, the number of normal‐sized synapses in the basal and middle turns did not exceed 50% and 40%, respectively (Figure 2D). In contrast, the number of normal‐sized synapses in both turns exceeded 80% in the brimonidine group, with synapses showing uniform size and orderly arrangement (Figure 2D). In the absence of noise exposure, brimonidine alone did not affect synapse number in mice (Figure S1B,C).

TEM revealed that the postsynaptic components of auditory nerve terminals were extensively swollen and vacuolated in the NE group at 2 days post‐exposure, with reduced electron density. The synaptic ribbon structures remained largely intact, although their shape occasionally changed from an elliptical to a circular shape. In contrast, synaptic morphology appeared normal, with no significantly swollen nerve terminals in the brimonidine‐treated group (Figure 2E).

In addition, we counted the number of SGNs in each group. No differences were observed in the number of SGNs among the three groups at 2 days post‐exposure (results not shown). Notably, the number of SGNs in the control group decreased at the 60 kHz position (from 30.86 ± 2.27 to 18.75 ± 4.8) at 70 weeks compared with that in young mice, indicating that aging resulted in approximately 39% neuronal loss (Figure 2G). Similarly, the number of SGNs in the NE group decreased rapidly (from 30.86 ± 2.27 to 8.33 ± 1.21), with approximately 73% neuronal loss at 60 kHz. However, brimonidine treatment reversed NE‐induced SGN loss, with approximately 40% neuronal loss (from 30.86 ± 2.27 to 18.42 ± 2.39) (Figure 2G). At the 40 kHz position, SGN counts in the control, NE, and brimonidine groups decreased by 3% (from 57.63 ± 6.07 to 55.83 ± 2.79), 56% (from 57.63 ± 6.07 to 25.33 ± 6.87), and 45% (from 57.63 ± 6.07 to 31.73 ± 5.62), respectively. At the 30 kHz position, the decrease was smaller: SGN counts in the control, NE, and brimonidine groups decreased by 0.4% (from 56.9 ± 6.57 to 56.67 ± 5.05), 38% (from 56.9 ± 6.57 to 35.33 ± 4.41), and 8% (from 56.9 ± 6.57 to 52.5 ± 4.89), respectively (Figure 2G). At lower frequencies, including the middle‐to‐apex turns, SGN counts remained unchanged. Overall, neuronal and synaptic loss patterns were consistent.

### 3.3 Brimonidine Can Suppress Glutamate Accumulation

The primary mechanism underlying NE‐induced damage is glutamate excitotoxicity. To assess whether brimonidine reduced glutamate accumulation in the cochlea, whole cochleae were collected 2 days post‐exposure, and glutamate content was measured using an ELISA. Expectedly, glutamate content in the cochlea was significantly higher (*p* < 0.001) in the NE group than in the control group (123.55 ± 3.6 ng/g vs. 76.43 ± 2.25 ng/g; Figure 3A). However, brimonidine treatment significantly reduced glutamate levels (94.2 ± 7.58 ng/g; *p* < 0.01) compared with the NE group (Figure 3A). Collectively, these results indicate that brimonidine protects against NE‐induced hearing loss, partly by mediating glutamate accumulation in the cochlea.

**FIGURE 3:**
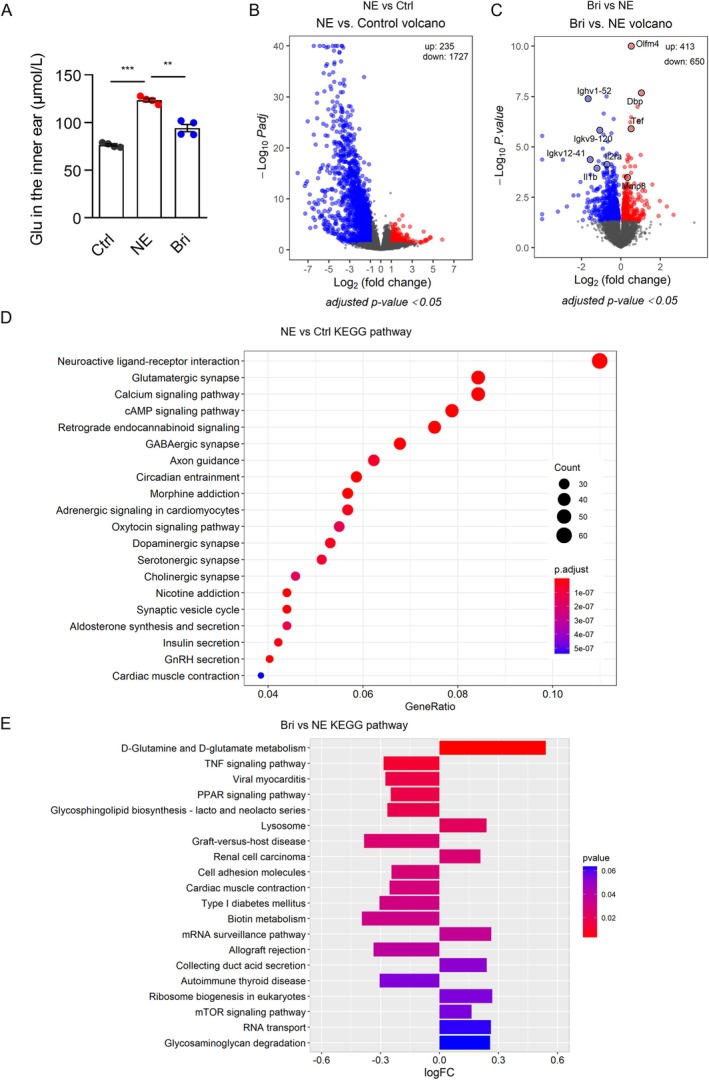
Transcriptomic analysis of the three groups. (A) Glutamate (Glu) concentration (*n* = 4). *p < 0.05, **p < 0.01, ***p < 0.001. (B, C) Volcano plot showing the differentially expressed genes (DEGs). Genes with adjusted *p*‐value < 0.05 and fold change (FC) ≥ 2 or FC ≤ 0.5 are considered as DEGs. (D) KEGG enrichment analysis of the DEGs in NE mice compared with the control group. (E) GSVA KEGG enrichment analysis of all expressed genes in NE mice compared with the brimonidine group. *n* = 3–7. The bar chart shows the 20 representative enriched pathways.

### 3.4 Brimonidine Affects the Glutamate–Glutamine Cycle in the Synaptic Cleft of IHCs

To investigate the protective mechanism of brimonidine, cochleae from the three groups were collected 2 days post‐exposure for RNA sequencing. 

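Total RNA from the cochleae of 17 mice was sequenced, 3 in the control group, 7 in the NE group and 7 in the brimonidine group. The NE mice had been exposed for 2 h to noise between 8 and 16 kHz at 100 dB, which the paper calls octave-band noise and the sample labels call broadband noise. The brimonidine mice had the same exposure and 3 intraperitoneal injections of brimonidine, an agonist of the α2-adrenergic receptor, at 1 mg/kg. The control mice were injected with saline and were not exposed. The methods for sequencing and the sample labels name the cochlea as the source of the RNA, and the methods for qPCR name BM tissues, of which a portion went to sequencing.
The authors deposited FPKM values, which divide the fragments counted on a gene by its exon length and by a total for the library. No further scaling between libraries is part of the values. The paper's text does not name the genome build or the counting tool. The positions given for the genes were identical to those of GENCODE M21 on GRCm38 for 93.9% of the 35207 genes with an entry there. Multiplied by gene length, the values of 99.7% of the genes above 0 were whole multiples of a single step in each library, which gave the number of fragments counted. The total behind the step lay between 14457733 and 16080796 fragments in the control libraries (median 15181390). It lay between 15769236 and 18288854 in the NE libraries (median 17547119) and between 16624437 and 18224926 in the brimonidine libraries (median 17868172). The recovered fragments of each library summed to more than its total, by at most 5.42%.
Genes with an FPKM of at least 1 in at least 3 of the libraries compared were tested with limma on log2(FPKM + 1), with only the 2 groups compared in the model and Benjamini-Hochberg adjustment over the genes tested. An exact two-sided permutation test of the group means of log2(FPKM + 1) was added for single genes. The smallest p it can give is 0.0083 for 7 libraries against 3 and 0.00058 for 7 against 7.
In a principal component analysis of log2(FPKM + 1), the first component held 48.4% of the variance and the second 9.08%. Control 2 lay at 106 on the first component, control 1 at 28.4 and control 3 at 32.2, and brimonidine 5 was the highest of the 14 exposed libraries at 7.31. The median correlation across genes with the other libraries was 0.831 for control 2, 0.955 for control 1 and 0.947 for control 3, and it lay between 0.97 and 0.981 for the exposed libraries.

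**Figure D1:**
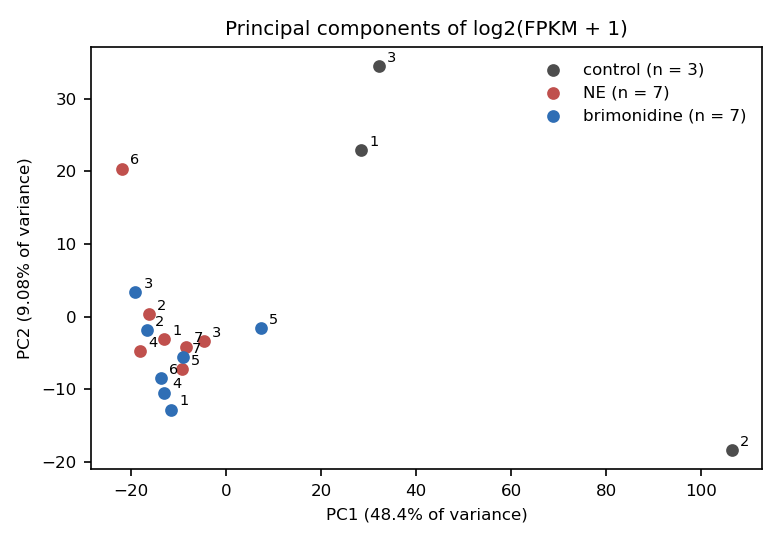
Scores of the 17 libraries on the first and second principal components of log2(FPKM + 1), colored by group, with the share of the variance each axis holds. Control 2 sits apart from the other libraries at 106 on the first axis.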

Genes with an adjusted *p*‐value < 0.05 and a fold change ≥ 2 or ≤ 0.5 were defined as DEGs. 

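Of the 15950 genes tested between the NE and control groups, 918 passed both thresholds, 43 higher and 875 lower (95.3%) in the NE group. Without control 2, 28 genes were higher and 340 lower, and 347 of the 918 genes were still called. Without control 1 the numbers were 144 and 786, and without control 3 they were 85 and 725, with 631 and 610 of the 918 still called. Of the 918 genes, 277 reached 1 FPKM only in the 3 control libraries, so that the filter left 641 of them to be tested without any 1 control. At an unadjusted p under 0.05 with no minimum fold change, 1695 genes were higher and 3557 lower in the NE group. The share of lower genes at that threshold was 67.7%. It became 65.1% after rescaling to equal totals, 47.5% after rescaling by the median ratio and 45.5% after quantile normalization. Among genes that passed both thresholds, the share after these rescalings stayed at 94.5%, 92.8% and 92.3%, in the same order.
The 5 genes with the smallest p among those lower in the NE group were Lhx1os, Ppp1r17, Aldoc, Cnpy1 and Neurod1. Lhx1os (ENSMUSG00000087211), a long noncoding RNA gene on chromosome 11 from 84525660 to 84535831, had 10.6 ± 3.84 FPKM in the control group (SD, n = 3) and 0.221 ± 0.125 in the NE group (SD, n = 7). Its log2 fold change was -3.20 (standard error 0.18, adjusted p = 3.41e-05, limma). Aldoc (ENSMUSG00000017390), on the same chromosome from 78322968 to 78327781, fell from 150 ± 76.4 to 10.1 ± 1.78 FPKM, with a log2 fold change of -3.67. Neurod1 (ENSMUSG00000034701), on chromosome 2 from 79452521 to 79456751, fell from 27.2 ± 16.9 to 0.209 ± 0.318 FPKM, with a log2 fold change of -4.42. The log2 fold changes of Ppp1r17 and Cnpy1 were -3.68 and -3.96, and the adjusted p of each of the 4 genes other than Lhx1os was 4.99e-05 (limma). All 7 NE libraries were below all 3 control libraries for each of these genes (exact permutation test, p = 0.0083, the smallest p possible). Control 2 had the highest value of the 3 controls, and brimonidine 5 the highest of the 7 brimonidine libraries, for all 5 genes.
Among the genes higher in the NE group, Fkbp5 (ENSMUSG00000024222, chromosome 17, 28399095 to 28517524) rose from 9.37 ± 3.49 to 20.0 ± 3.68 FPKM, with a log2 fold change of 1.06 (standard error 0.21, adjusted p = 0.00808, limma) that was 0.75 without control 2. The microRNA gene Mir23a was listed at 0 in the 3 control libraries and at 1.65 ± 0.585 FPKM in the NE group, where each library held only between 1 and 3 fragments of it.

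**Figure D2:**
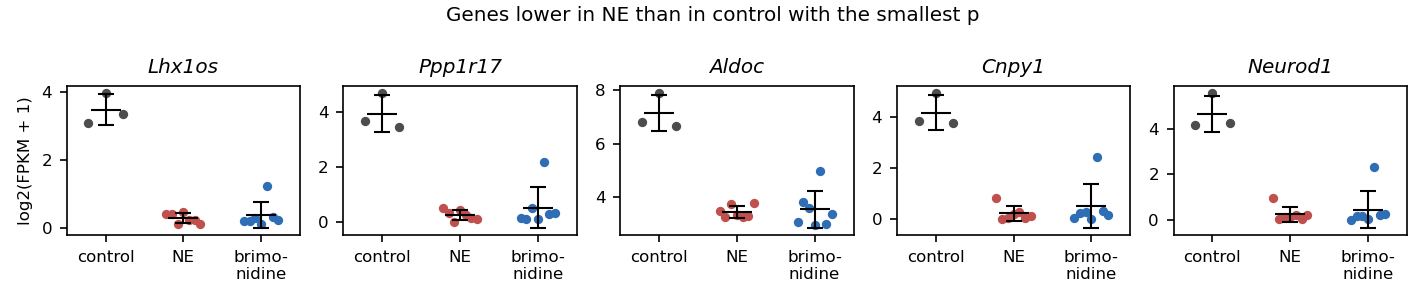
Values of log2(FPKM + 1) of Lhx1os, Ppp1r17, Aldoc, Cnpy1 and Neurod1 in each library of the control, NE and brimonidine groups, with each group's mean and SD. The 3 control libraries lie above all 14 exposed libraries, of which brimonidine 5 is the highest.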

Compared with the control group, 1962 genes were differentially expressed in the NE group, including 235 upregulated and 1727 downregulated genes (Figure 3B). 

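Between the brimonidine and NE groups, 15707 genes were tested and 0 passed both thresholds. Without the minimum fold change, 1 gene passed, Olfm4, which was higher in the brimonidine group. At an unadjusted p under 0.05 with no minimum fold change, 906 genes differed, 519 higher and 387 lower (42.7%) in the brimonidine group. After rescaling by the median ratio the same threshold gave 366 higher and 471 lower (56.3%), while after rescaling to equal totals it gave 352 higher and 287 lower (44.9%) and after quantile normalization 528 higher and 437 lower (45.3%). With array weights, which give each library a weight by its spread, 1 gene passed both thresholds, Ighv1-52, which was lower in the brimonidine group. With each of the 14 libraries left out in turn, 0 genes passed both thresholds and between 621 and 1118 passed the unadjusted threshold.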

In the brimonidine group, 1063 genes were differentially expressed compared with the NE group, including 413 upregulated and 650 downregulated genes (Figure 3C). 

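No copy of the KEGG database was available, so 4 gene lists written by hand stood in for pathways of synaptic and intracellular signaling. Each list was compared with the genes that passed both thresholds and were lower in the NE group than in the control group, which made up 5.49% of the genes tested. For glutamatergic synapse genes the list held 67, of which 49 were tested and 28 were lower (57.1%), an odds ratio of 23.7 (adjusted p = 1.71e-22, one-sided Fisher's exact test, adjusted over the 4 lists). For neuroactive ligands and their receptors, 21 of the 35 genes tested were lower (60%, odds ratio 26.4, adjusted p = 5.92e-18, Fisher's exact test). For cAMP signaling, 18 of 48 were lower (37.5%, odds ratio 10.5, adjusted p = 3.49e-11, Fisher's exact test), and for calcium signaling 18 of 60 (30%, odds ratio 7.52, adjusted p = 1.77e-09, Fisher's exact test).
In limma's rank-based set test camera with its preset correlation of 0.01 between genes, the adjusted p lay between 1.29e-22 and 3.53e-07. In fry all 4 lists remained lower in the NE group, with an adjusted p between 0.000292 and 0.00265. With the correlation between genes estimated from the data, camera gave p = 0.0712 for glutamatergic synapse, 0.0776 for neuroactive ligands, 0.151 for cAMP and 0.262 for calcium, so none of the 4 calls held. With each library left out in turn, the odds ratio ranged from 19.1 to 30.2 for glutamatergic synapse, from 14.7 (without control 3) to 26.6 for neuroactive ligands, from 8.55 to 10.4 for cAMP and from 4.24 (without control 1) to 7.92 for calcium.
Gabra6 (ENSMUSG00000020428), a receptor subunit gene in the list of neuroactive ligands and receptors, had 31.5, 93.4 and 36.9 FPKM in controls 1, 2 and 3. It had between 0 and 2.08 in the NE group, and 8.81 in brimonidine 5. A list of central neuron genes was likewise highest in control 2 (mean log2(FPKM + 1) of 5.224), low in the NE group (0.8863) and raised in brimonidine 5 (2.64). Brain tissue left on the control samples is therefore a candidate explanation of these overlaps, and an effect of noise on the cochlea cannot be told apart from it.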

KEGG enrichment analysis revealed that “Neuroactive ligand–receptor interaction,” “Glutamatergic synapse,” “Calcium signaling pathway,” and “cAMP signaling pathway” were significantly enriched in the NE group compared with the control group (Figure 3D). In addition, gene set variation analysis (GSVA) KEGG analysis was performed on all expressed genes in the brimonidine and NE groups. 

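GSVA gives each library a score for a list of genes from their ranks within that library relative to the other libraries. The list for D-glutamine and D-glutamate metabolism held 4 genes, of which 1 was below the filter on low values, and 3 entered the score against a background of 15707 genes. The score was -0.32 ± 0.335 in the NE group (SD, n = 7) and 0.323 ± 0.278 in the brimonidine group (SD, n = 7), a difference of 0.642 (exact two-sided permutation test, p = 0.00524). All 7 brimonidine libraries scored above the NE mean, while NE 3 at 0.223 and NE 7 at 0.0613 lay within the range of the brimonidine libraries. Of 1000 random lists of 3 genes with similar expression, 6 (0.6%) gave a difference as large.
With no filter on low values, so that all 4 genes entered the score, the difference was 0.534 (exact permutation test, p = 0.0192), and with each library left out in turn it stayed between 0.549 and 0.723. The mean log2(FPKM + 1) of the 3 genes differed between the groups by 0.074 (exact permutation test, p = 0.0338; adjusted p = 0.177 over 21 lists). The rank of this list among all KEGG pathways was not computed, since the other pathways' gene lists were not available.

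**Figure D3:**
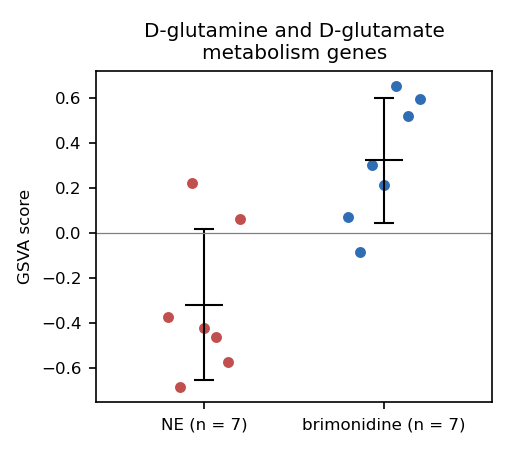
GSVA score for D-glutamine and D-glutamate metabolism of each NE and brimonidine library, with each group's mean and SD. The brimonidine libraries lie between -0.088 and 0.651 and the NE libraries between -0.688 and 0.223.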

The top‐ranked pathway in the brimonidine group was “D‐glutamine and D‐glutamate metabolism” (Figure 3E). Therefore, we focused on the key factors involved in the glutamate–glutamine cycle. 

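Glud1, which encodes glutamate dehydrogenase, had 55.2 ± 2.84 FPKM in the NE group (SD, n = 7) and 58.0 ± 1.44 in the brimonidine group (SD, n = 7). For the glutamate–glutamine cycle as a whole, 11 genes were tested and their mean log2(FPKM + 1) differed between the groups by 0.0046 (exact permutation test, p = 0.958), with 7 genes higher and 4 lower in the brimonidine group. From the rank of the D-glutamine and D-glutamate pathway, the paper reasons that the factors of the glutamate–glutamine cycle were the ones to examine.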

IF, qPCR, and western blotting showed that glutaminase (GLS), VGLUT 2/3, and EAAT1 levels increased significantly (Figure 4A–P), suggesting an increase in glutamate synthesis, transport, and clearance. Brimonidine reversed this trend (*p* < 0.05), indicating that brimonidine reduced glutamate synthesis and transport. VGLUT1 levels decreased in the NE and brimonidine groups, whereas glutamine synthetase levels remained unchanged (Figure S4G–K).

**FIGURE 4:**
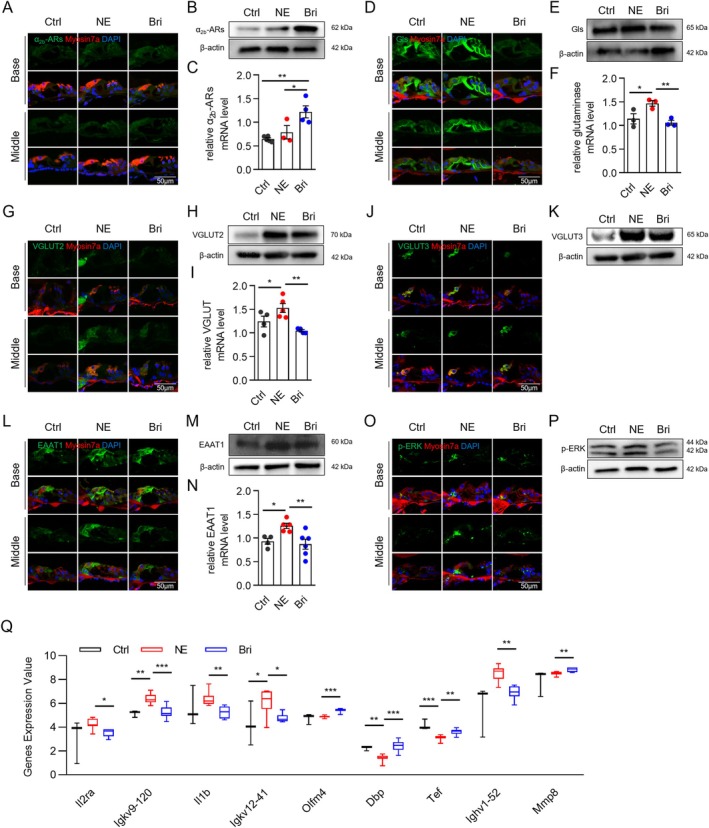
Brimonidine reduces glutamate synthesis and transport and decreases p‐ERK expression. (A–C) Expression of α_2b_‐AR was significantly increased in the brimonidine group. (D–N) Brimonidine influences the glutamate–glutamine cycle; it decreases the expression of glutaminase. (D–F) VGLUT2 (G–I), VGLUT3 (J–K), and EAAT1 (L–N) induced by NE (O–P). Brimonidine reversed the NE‐induced increase in p‐ERK expression. *n* = 5. *p < 0.05, **p < 0.01, ***p < 0.001. (Q) Nine differentially expressed genes were identified between the brimonidine and NE groups.

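The 9 genes are Il1b, Il2ra, Ighv1-52, Igkv9-120 and Igkv12-41, which were lower in the brimonidine group than in the NE group, and Dbp, Mmp8, Tef and Olfm4, which were higher. All 7 brimonidine libraries lay on the stated side of the NE mean for each of the 9 genes. Adjusted over all genes tested, 1 of the 9 had an adjusted p under 0.05 (limma), Olfm4, and its fold change was below the minimum. Adjusted over the list alone, 9 of 9 did, with values from 2.46e-05 to 0.00449 (limma). The study chose the list on these libraries, so the second count is not independent evidence. The fold change reached the minimum for 4 of the 9 genes.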

### 3.5 Brimonidine Alleviates Inner Ear Inflammation and Reduces the Expression of p‐ERK

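Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) had 33.8, 19.4 and 183 FPKM in controls 1, 2 and 3, and 92.7 ± 48.1 in the NE group (SD, n = 7). The log2 fold change of NE against control was 0.76 (standard error 0.58, adjusted p = 0.378, limma; exact permutation test, p = 0.3). It was 0.11 without control 2 and 1.69 (adjusted p = 0.0289, limma) without control 3, and with array weights it was -0.96. Over its alternatives the adjusted p ranged from 0.0289 to 0.942 (limma). Il2ra (ENSMUSG00000026770, chromosome 2, 11642807 to 11693193) had 12.5 ± 9.49 FPKM in the control group and 19.5 ± 5.92 in the NE group, with a log2 fold change of 0.98 (standard error 0.52, adjusted p = 0.211, limma). The change was 0.092 without control 2 and 1.53 without control 3.
The immunoglobulin variable genes belong to families of similar sequence, between which the authors' counting could have divided fragments. Ighv1-52 (ENSMUSG00000095204, chromosome 12, 115145487 to 115145919) had 83.6 ± 65.1 FPKM in the control group and 396 ± 155 in the NE group. Its log2 fold change was 2.80 (standard error 0.71, adjusted p = 0.0255, limma), or 1.6 without control 2. Igkv9-120 (ENSMUSG00000094872, chromosome 6, 68049983 to 68050456) rose from 35.8 ± 6.55 to 86.0 ± 27.0 FPKM, with a log2 fold change of 1.20 (standard error 0.24, adjusted p = 0.00745, limma). For both genes every NE library was above every control library (exact permutation test, p = 0.0083, the smallest p possible). Igkv12-41 (ENSMUSG00000095007, chromosome 6, 69858420 to 69858884) had 31.9 ± 36.4 FPKM in the control group and 84.3 ± 45.3 in the NE group, with a log2 fold change of 1.78 (standard error 0.77, adjusted p = 0.136, limma; exact permutation test, p = 0.0667). It was 0.97 without control 2 and 2.70 without control 3, where the adjusted p was 0.0426, and with all 17 libraries in 1 model the adjusted p was 0.0439, in a range over the alternatives from 0.0426 to 0.858 (limma).

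**Figure D4:**
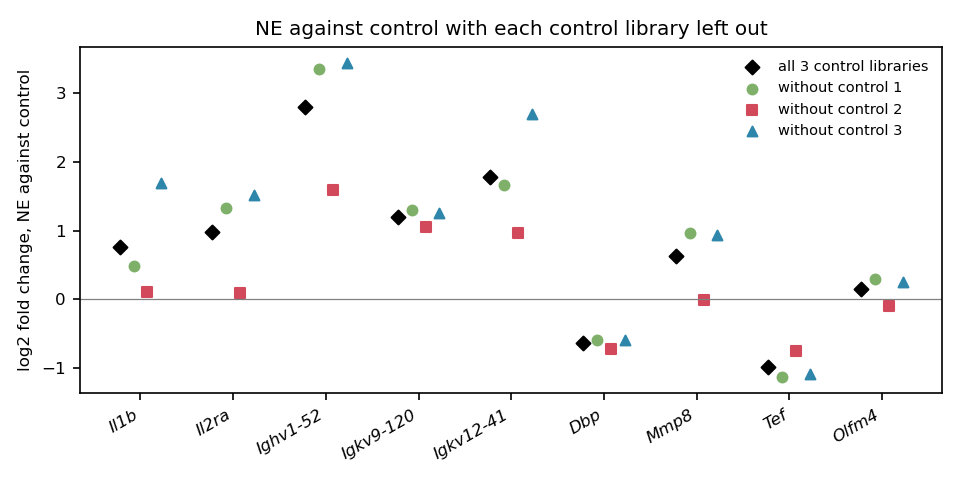
Log2 fold change of NE against control for 9 genes with all 3 control libraries and without each of them in turn. Without control 2, the values of Il1b and Il2ra lie at 0.11 and 0.092.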

RNA sequencing revealed that NE increased the levels of key inflammatory regulators (interleukin‐1β [*IL‐1β*] and *IL‐2ra*) and immunoglobulins (*Ighv1‐52*, *Igkv9‐120*, and *Igkv12‐41*). However, brimonidine significantly reduced the levels of inflammatory regulators and immunoglobulins (Figure 4Q; Figure S5), suggesting that it can counteract the inflammatory effects of NE in the cochlea. 

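In the brimonidine group Il1b had 40.8 ± 12.7 FPKM (SD, n = 7), a log2 fold change against NE of -1.11 (standard error 0.26, adjusted p = 0.334, limma; exact permutation test, p = 0.00117). Il2ra had 12.0 ± 2.53 FPKM and a log2 fold change of -0.63 (standard error 0.18, adjusted p = 0.603, limma; exact permutation test, p = 0.00758). Ighv1-52 had 125 ± 44.6 FPKM and a log2 fold change of -1.64 (standard error 0.29, adjusted p = 0.172, limma; exact permutation test, p = 0.00175), and with array weights its adjusted p was 0.0212, in a range over the alternatives from 0.0212 to 0.9999. Igkv9-120 had 41.2 ± 16.5 FPKM, with a log2 fold change of -1.08 (adjusted p = 0.262, limma), and Igkv12-41 had 28.6 ± 7.66 FPKM, with a log2 fold change of -1.29 (adjusted p = 0.603, limma). With each library left out in turn, the log2 fold changes of these 5 genes stayed between -1.84 and -0.54. None of the 5 passed the adjusted threshold with all libraries and equal weights. From the lower levels in the brimonidine group, the paper proposes that brimonidine counteracts the inflammatory effects of NE in the cochlea.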

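Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) encodes a transcription factor of the circadian clock. It had 4.71 ± 0.587 FPKM in the control group (SD, n = 3), 2.68 ± 0.523 in the NE group (SD, n = 7) and 5.59 ± 1.72 in the brimonidine group (SD, n = 7). The log2 fold change of NE against control was -0.64 (standard error 0.14, adjusted p = 0.0119, limma), short of the minimum fold change, and all 7 NE libraries were below all 3 controls. After quantile normalization it was -0.44 (adjusted p = 0.1, limma). The log2 fold change of brimonidine against NE was 0.81 (standard error 0.15, adjusted p = 0.172, limma; exact permutation test, p = 0.00117). The adjusted p was 0.0394 with array weights and 0.0426 without brimonidine 3, and it ranged up to 0.479 over the alternatives (limma). Against the control group, the brimonidine group had a log2 fold change of 0.17 (adjusted p = 0.591, limma).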

NE downregulated the circadian rhythm–regulating factor *Dbp*; however, brimonidine treatment prevented this change. 

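Olfm4 (ENSMUSG00000022026, chromosome 14, 80000302 to 80021930) had 29.6 ± 2.01 FPKM in the NE group (SD, n = 7) and 43.1 ± 4.86 in the brimonidine group (SD, n = 7). The log2 fold change was 0.52 (standard error 0.07, adjusted p = 0.043, limma), and every brimonidine library was above every NE library (exact permutation test, p = 0.00058, the smallest p possible). Over the alternatives the adjusted p ranged from 0.000488, without brimonidine 3, to 0.479, with all 17 libraries in 1 model (limma). Leaving out any of the other 13 exposed libraries gave an adjusted p between 0.0629 and 0.169 (limma). Mmp8 (ENSMUSG00000005800, chromosome 9, 7558456 to 7568485) had 361 ± 38.4 FPKM in the NE group and 457 ± 53.6 in the brimonidine group, with a log2 fold change of 0.34 (standard error 0.09, adjusted p = 0.485, limma; exact permutation test, p = 0.00408). Tef (ENSMUSG00000022389, chromosome 15, 81802421 to 81826861) had 8.60 ± 1.25 and 12.4 ± 2.06 FPKM, with a log2 fold change of 0.48 (standard error 0.11, adjusted p = 0.3, limma; exact permutation test, p = 0.00233).
Against the control group, Tef in the NE group had a log2 fold change of -0.99 (adjusted p = 0.00325, limma), or -0.75 without control 2. The corresponding change of Mmp8 was 0.63 (adjusted p = 0.234, limma) and -0.0052 without control 2, and that of Olfm4 was 0.15 (adjusted p = 0.504, limma) and -0.096 without control 2.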

Brimonidine upregulated *mmp8*, *tef*, and the anti‐apoptotic factor *Olfm4* (Figure 4Q; Figure S5). In addition, brimonidine treatment effectively reversed NE‐induced upregulation of p‐ERK expression (Figure 4O,P).

## 4 Discussion

Over the past decade, extensive research has been conducted on the treatment and prevention of NE‐induced hearing loss (Han et al. 2015; Hashimoto et al. 2019; Min et al. 2023; Yu et al. 2024). Mechanistically, NE induces excitotoxic damage mediated by glutamate release and inflammatory responses (Munzel et al. 2017). We reported that brimonidine reduced glutamate levels in animals with cochlear NE, downregulated the levels of inflammatory factors (IL‐1β and IL‐2ra), and suppressed the expression of immunoglobulins. Furthermore, brimonidine protected the postsynaptic region, resulting in a reduction in delayed neuronal loss (Figure 5). Specifically, hearing gradually returned to normal levels in young mice. However, hearing was significantly better in the brimonidine group than in the NE group at 62 weeks post‐exposure. Overall, these findings suggest that noise exposure accelerates age‐related hearing loss (Shehabi et al. 2022) (Kujawa and Liberman 2006) (Fernandez et al. 2015) (Wu et al. 2021), underscoring the importance of early protection against NE.

**FIGURE 5:**
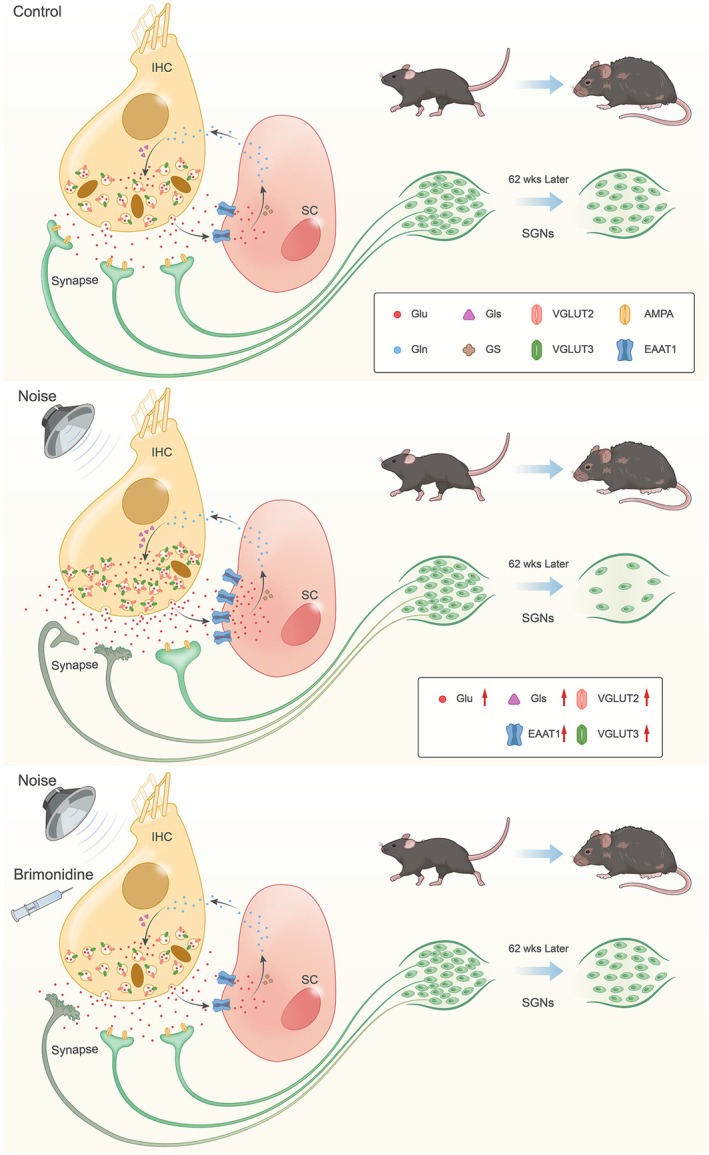
Schematic representation of glutamate–glutamine circulation in the cochlear IHC synaptic cleft and brimonidine protective mechanism. Brimonidine downregulated NE‐induced increases in GLS and VGLUT2/3, reduced glutamate concentration, protected the synapse, and ultimately preserved SGNs in the long term. Glu, glutamate; GS, glutamine synthetase; GLS, glutaminase; Gln, glutamine.

The GSVA KEGG pathway analysis showed significant differences in the enrichment of glutamate metabolism‐related pathways between the brimonidine and NE groups. Activation of the α_2_‐AR can reduce glutamate release at the presynaptic site (Dong et al. 2008; Laudenbach et al. 2002). A previous study reported that α_2_‐AR selectively inhibits excitatory transmission mediated by AMPA glutamate receptors by downregulating cAMP and PKA (Hayashida et al. 2018). Brimonidine treatment effectively reversed NE‐induced increase in glutamate level. In IHCs, the primary source of glutamate is glutamine, and GLS mediates its conversion to glutamate (Oguchi et al. 2012). Brimonidine significantly inhibited the increase in GLS levels, indicating suppression of glutamate synthesis. Glutamate‐mediated synaptic transmission requires VGLUTs to load glutamate into synaptic vesicles. VGLUT3 is the most critical transporter, and IHCs in VGLUT3‐deficient mice lack glutamate release (Kim et al. 2019). Brimonidine reversed the increase in VGLUT2/3 expression, indicating that brimonidine inhibited glutamate transport. EAAT1 (GLAST), a significant glutamate clearance protein, inhibits extracellular glutamate accumulation (Glowatzki et al. 2006). In this study, NE upregulated EAAT1 expression, indicating that the inner ear increased EAAT1 expression to prevent glutamate‐induced toxicity. However, brimonidine treatment effectively downregulated EAAT1 expression, possibly by decreasing local glutamate concentrations. Overall, brimonidine modulates the glutamate–glutamine cycle at the synaptic cleft, reducing glutamate concentration by suppressing its synthesis rather than enhancing its clearance.

The inner ear possesses a robust immune system. Immune and inflammatory responses in the cochlea occur within 1–2 days after NE, peaking at 3–7 days (Wood and Zuo 2017). Yang et al. observed an increase in the expression of immune and inflammatory factors in the cochlea after NE using high‐throughput sequencing (Yang et al. 2015). Regulating these responses may positively influence the development of NIHL (Maeda et al. 2018). Our sequencing results revealed that NE increased the expression of *IL‐1β, IL‐2ra*, and immunoglobulins, including *Ighv1‐52, Igkv9‐120*, and *Igkv12‐41*. In contrast, brimonidine significantly downregulated inflammatory factors and immunoglobulins, indicating that brimonidine may counteract the inflammatory effects of NE in the cochlea.

ERK phosphorylation can trigger an immune response in the cochlea and may help recruit activated macrophages to damaged areas (Herranen et al. 2018). In the present study, ERK was activated in response to acoustic damage, primarily in the basal supporting cells adjacent to hair cells. However, the role of ERK activation in the inner ear after acoustic trauma remains controversial (Arthur et al. 2006; Lahne and Gale 2008). Akiyama et al. reported that the inhibition of ERK1/2 activation can significantly alleviate nerve cell damage (Kano et al. 2008). In the present study, brimonidine inhibited NE‐induced p‐ERK1/2 production, consistent with trends observed in previous in vitro experiments (Cai et al. 2013). Collectively, these results suggest that reducing p‐ERK activity may be one of the mechanisms by which brimonidine protects synapses.

A recent study of human cochleae from older individuals reported significant age‐dependent degeneration of SGNs, with approximately 30% neuronal loss in advanced age (Makary et al. 2011). In addition, the rate of SGN loss in older animals ranges from 40% to 50% (Kujawa and Liberman 2009, 2015; Lin et al. 2011). The absence of ribbon synapses and afferent terminals has a long‐term impact on the survival of afferent neurons; however, the status of synapses in elderly animals exposed to noise remains unknown. Conclusive evidence regarding noise‐induced pathological changes in cochlear synapses in humans is limited (Bramhall et al. 2019) (Shehabi et al. 2022). Our mouse model data suggest that neuronal and synaptic counts, particularly in the basal turn, were significantly lower in 70‐week‐old mice than in younger animals. NE exacerbated age‐related neuronal and synaptic loss, whereas brimonidine attenuated these changes and effectively protected synapses and neurons. Consistent with previous reports (Kujawa and Liberman 2009), synaptic and neuronal loss were consistent, mainly concentrated in the basal turn, whereas the middle turn showed only mild damage. Apex turn changes during aging have been reported (Jeng et al. 2020) (Wu et al. 2021) (Gleich et al. 2016). However, the significance of apical turn changes was not fully explored, and data on synaptic changes associated with aging and superimposed noise were not obtained. This issue should be addressed in future studies.

Another point that requires clarification is that the C57BL/6J mouse strain employed in this study carries a Cdh23 mutation that affects cadherin‐23 expression. This strain is widely used as an ARHL model and is characterized by ribbon synapses and progressive SGNs degeneration, leading to early‐onset progressive hearing loss (Peineau et al. 2021) (Mock et al. 2016) (Jeng et al. 2020). In other mouse strains, the correlation between ARHL and ribbon synapses loss is relatively weak (Jeng et al. 2020). Therefore, when superimposed noise damage occurs, synaptic and neuronal changes in C57BL/6J are more pronounced. Genetic variation in cadherin 23 may also contribute to susceptibility to NIHL in humans (Jiao et al. 2024).

Current quantitative data on CtBP2‐ and GluA2‐positive puncta indicate that most synaptic loss occurs during a 2‐h exposure period (Liberman et al. 2015). The blood elimination half‐life of brimonidine is 3 h, and its plasma protein‐binding rate is approximately 29% (Bin et al. 2021). Moreover, the median effective dose (ED50) and lethal dose (LD50) of intraperitoneally administered brimonidine in hypnotized mice were 75.7 and 379 mg/kg, respectively (Bin et al. 2021). Brimonidine was administered three times (1 mg/kg) 0.5 h before NE. Overall, the effective concentration of brimonidine was maintained throughout the NE duration, as evidenced by a decrease in synaptic damage. Therefore, the administration of an α_2_‐AR agonist may help alleviate neuronal damage in humans exposed to sound levels exceeding 100 dB, such as during otologic and neurotologic surgery. Dexmedetomidine, which is widely used for anesthesia induction (Douglas et al. 2025), may also confer protective effects on auditory nerves by reducing drill‐induced damage. Although anesthesia studies of brimonidine have already been conducted in animal experiments (Bin et al. 2021), further research is warranted. In our study, all mice exhibited sedative side effects after IP brimonidine injection but regained normal locomotor activity within 70 min. A previous ophthalmologic study reported that a higher dose (2 mg/kg) of IP brimonidine or a shorter treatment duration (2 days) produced neuroprotective effects, and sedation subsided spontaneously (Maciulaitiene et al. 2024).

A limitation of this study is that different brimonidine concentrations, administration methods, and administration schedules were not evaluated. Furthermore, the duration of the protective window against NE‐induced damage remains unclear.

Therefore, the use of brimonidine, a well‐established and safe drug, can shorten the research pipeline for its application as an inner‐ear neuroprotective agent. Its high selectivity and low lipid solubility reduce central side effects associated with blood–brain barrier penetration (Lee and Kim 2022) (Weber et al. 2007) (Robin and Burnstein 1998). Our animal experiments showed that IP injection is effective; however, to minimize systemic cardiovascular risks and build on clinical ophthalmology experience, local administration routes (such as tympanic cavity injection and ear drops) may be preferred. Future studies should clarify the pharmacokinetic profile of brimonidine in the inner ear.

According to a World Health Organization report, approximately 1.1 billion young people worldwide may be at risk of NIHL. Construction, mining, and manufacturing are the leading occupational sources of adult hearing loss; however, non‐occupational noise, such as improper use of personal audio systems, can also damage hearing (Murphy et al. 2018). Gates et al. observed that in cases of presumed cochlear damage resulting from prior NE, subsequent hearing loss worsened with age and extended beyond the initially affected frequency range (Gates et al. 2000). This observation suggests that the aging in ears with prior noise‐induced damage differs from aging in undamaged ears (Kujawa and Liberman 2006). Given the current high prevalence of noise exposure and aging, reports on the increased prevalence of NIHL in the early stages of life have exacerbated concerns about the long‐term effects of NE on young individuals. Our results demonstrate that although noise‐induced threshold shifts can initially recover, they mask gradually developing neuropathological changes, which are likely to have profound long‐term effects on auditory processing. This primary neurodegeneration can increase hearing difficulties in noisy environments and may contribute to perceptual abnormalities such as tinnitus and hyperacusis (Kohrman et al. 2020; Radziwon et al. 2019). Furthermore, mice in the brimonidine group had significantly better hearing than those in the NE group at old age. This highlights the importance of noise protection during youth, specifically to protect synapses and prevent underlying damage that could lead to severe hearing loss during old age.

## 5 Conclusions

Brimonidine protects auditory nerves primarily by modulating the glutamate–glutamine cycle in the synaptic cleft and safeguarding synapses, thereby preventing long‐term neuronal degeneration. Brimonidine is a promising therapeutic candidate for the prevention of NIHL. Overall, these findings emphasize the importance of implementing protective strategies against noise during youth to reduce the risk of severe hearing impairment in older age.

## Author Contributions

Haibo Wang and Lei Xu contributed to funding acquisition and project administration. Jing Cai designed the project. Na Zhang and Yongdong Song conducted the experiments. Chengfang Chen contributed to the revision of the manuscript, Ligang Kong and Yu Ai drafted the original manuscript, Yu Jin conducted the experiments and analysis. Qian Gao conducted the literature search. Daogong Zhang and Lei Xu provided some technical methods and revised the manuscript. All authors read and approved the final version of the manuscript.

## Funding

This work was supported by the National Natural Science Foundation of China, 82271176, 82271172, 82471174, 81700918, 82192861. Key R&D Program of Shandong Province, China (2025CXPT120, 2023CXPT038). Taishan Scholar Foundation of Shandong Province, tsqn202211357.

## Disclosure

Permission Statement: All figures and tables in the article are original and created by the authors.

## Ethics Statement

All research protocols were approved by the Animal Care Committee of Shandong University (No. ECAESDUSM 20,123,011). All experiments were conducted in accordance with ARRIVE guidelines and complied with the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. Only male C57BL/6J mice were used in this study; therefore, the sex‐based influence on the results was not evaluated.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Application of brimonidine alone had no effect on hearing and synapses. (A) The application of brimonidine alone had no effect on ABR hearing. (B) Representative images showing the number of three‐turn synapses in the cochlea when brimonidine was applied alone. (C) The statistical results of B. Brimonidine had no effect on the number of synapses.
**Figure S2:** Detection results of CAP in each group at 80 dB. (A) Brimonidine significantly increased the amplitude of CAP at 12 kHz. (B) Brimonidine significantly shortened the latency of CAP at 32 kHz. *n* = 5. # *p* < 0.05 by one‐way analysis of variance (ANOVA) compared with NE (#); *p < 0.05, **p < 0.01, ***p < 0.001.
**Figure S3:** The number of synapses in the apex turn between three groups at 2 days post‐NE. No differences were observed in the synaptic counts among all groups at 2 days post‐NE.
**Figure S4:** Expression of α_2_‐ARs and glutamate metabolism‐related proteins in the inner ear at 2 days post‐exposure. (A–F) After NE, both α_2a_‐AR (A–C) and α_2c_‐AR (D–F) decreased, while brimonidine did not affect their expression. (G–H) Western blotting showed that vGluT1 expression was significantly downregulated in both the NE and brimonidine groups. (I–M) Glutamine synthetase (GS, I–K) and ERK (L–M) showed no differences in expression among the groups. *n* = 5. Scale bars: 100 μm for IF images. *p < 0.05, **p < 0.01, ***p < 0.001.
**Table S1:** Lists of antibodies for immunostainings and western blot.
**Table S2:** Quantitative PCR primers used in the experiments.

## Data Availability

Sequence data that support the findings of this study have been deposited in the GEO with the primary accession code GSE307393. The datasets used and/or analyzed during the current study are available from the corresponding author upon reasonable request.

# Supplementary material for: Brimonidine Therapy for Protection From Noise‐Induced Hearing Loss
**Source:** Aging Cell. 2026 Apr 9;25(4):e70481. doi: 10.1111/acel.70481
**Supplement:** Supplementary file 1 — Figure S1: Application of brimonidine alone had no effect on hearing and synapses. (A) The application of brimonidine alone had no effect on ABR hearing. (B) Representative images showing the number of three‐turn synapses in the cochlea when brimonidine was applied alone. (C) The statistical results of B. Brimonidine had no effect on the number of synapses. Figure S2: Detection results of CAP in each group at 80 dB. (A) Brimonidine significantly increased the amplitude of CAP at 12 kHz. (B) Brimonidine significantly shortened the latency of CAP at 32 kHz. n = 5. # p < 0.05 by one‐way analysis of variance (ANOVA) compared with NE (#); *p < 0.05, **p < 0.01, ***p < 0.001. Figure S3: The number of synapses in the apex turn between three groups at 2 days post‐NE. No differences were observed in the synaptic counts among all groups at 2 days post‐NE. Figure S4: Expression of α2‐ARs and glutamate metabolism‐related proteins in the inner ear at 2 days post‐exposure. (A–F) After NE, both α2a‐AR (A–C) and α2c‐AR (D–F) decreased, while brimonidine did not affect their expression. (G–H) Western blotting showed that vGluT1 expression was significantly downregulated in both the NE and brimonidine groups. (I–M) Glutamine synthetase (GS, I–K) and ERK (L–M) showed no differences in expression among the groups. n = 5. Scale bars: 100 μm for IF images. *p < 0.05, **p < 0.01, ***p < 0.001. Table S1: Lists of antibodies for immunostainings and western blot. Table S2: Quantitative PCR primers used in the experiments.

**Supplementary Information:**

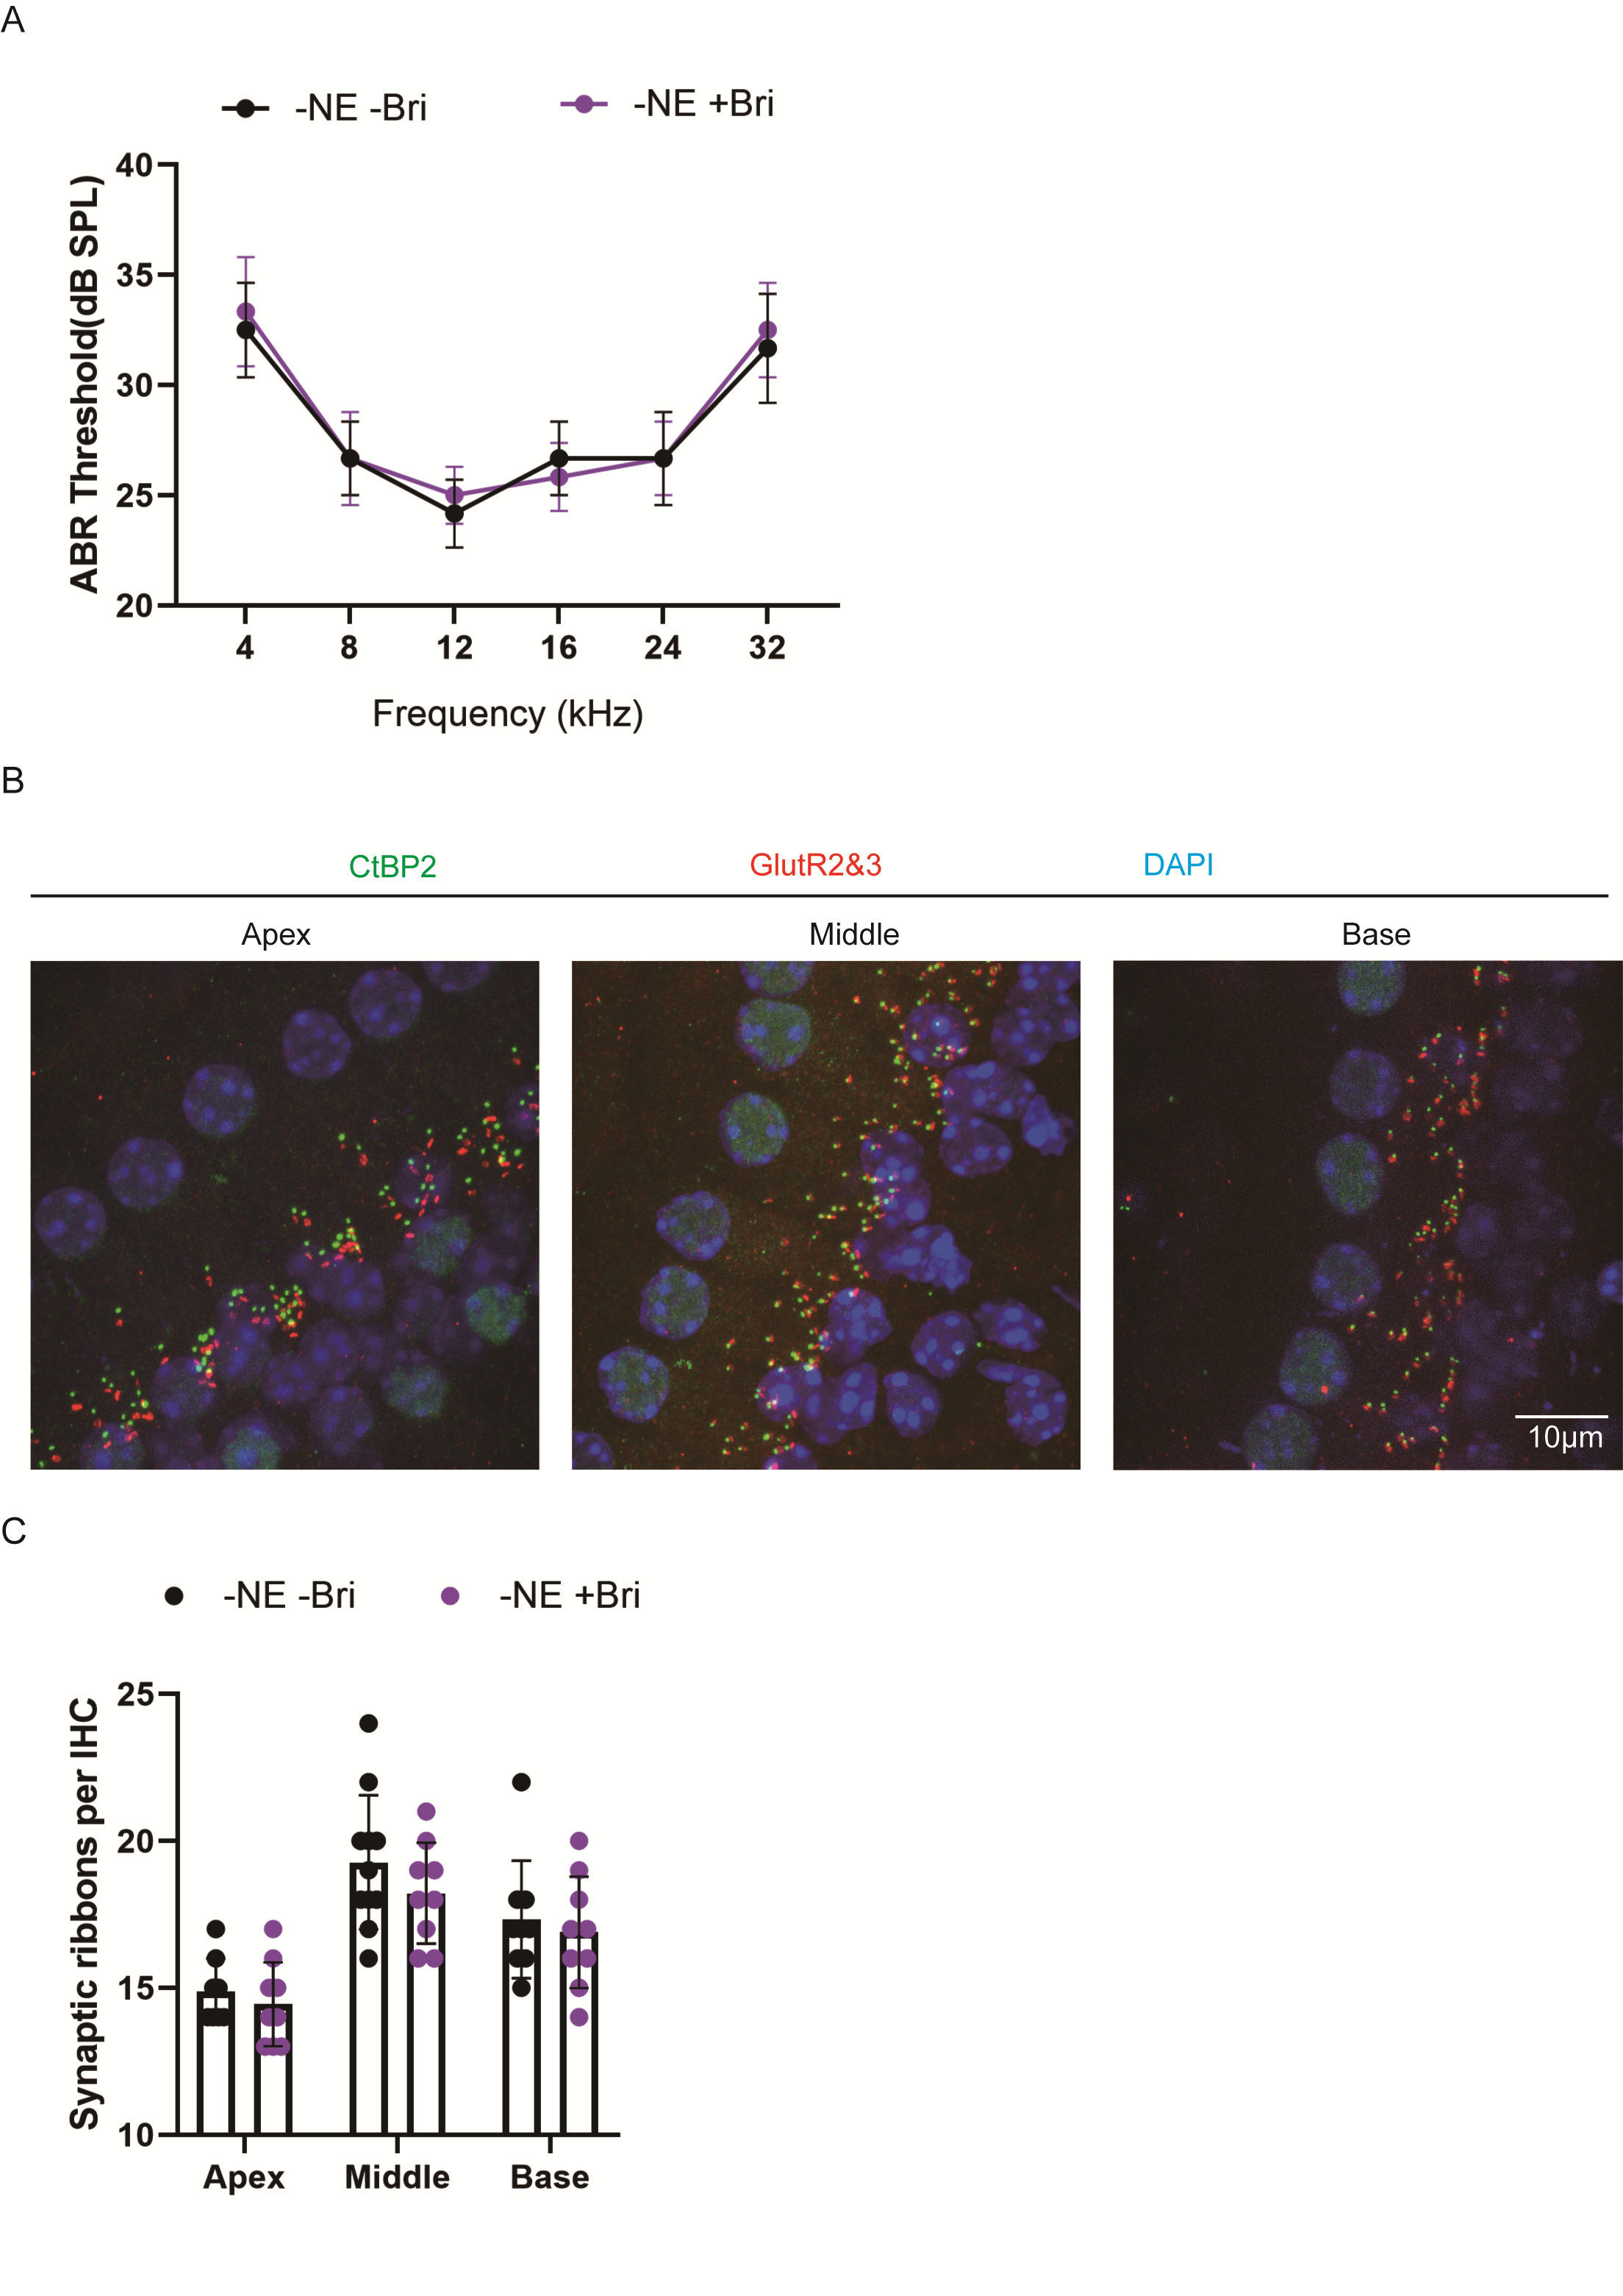

**Figure S1. Application of brimonidine alone had no effect on hearing and synapses.** A. The application of brimonidine alone had no effect on ABR hearing. B. Representative images showing the number of three-turn synapses in the cochlea when brimonidine was applied alone. C. The statistical results of B. Brimonidine had no effect on the number of synapses.

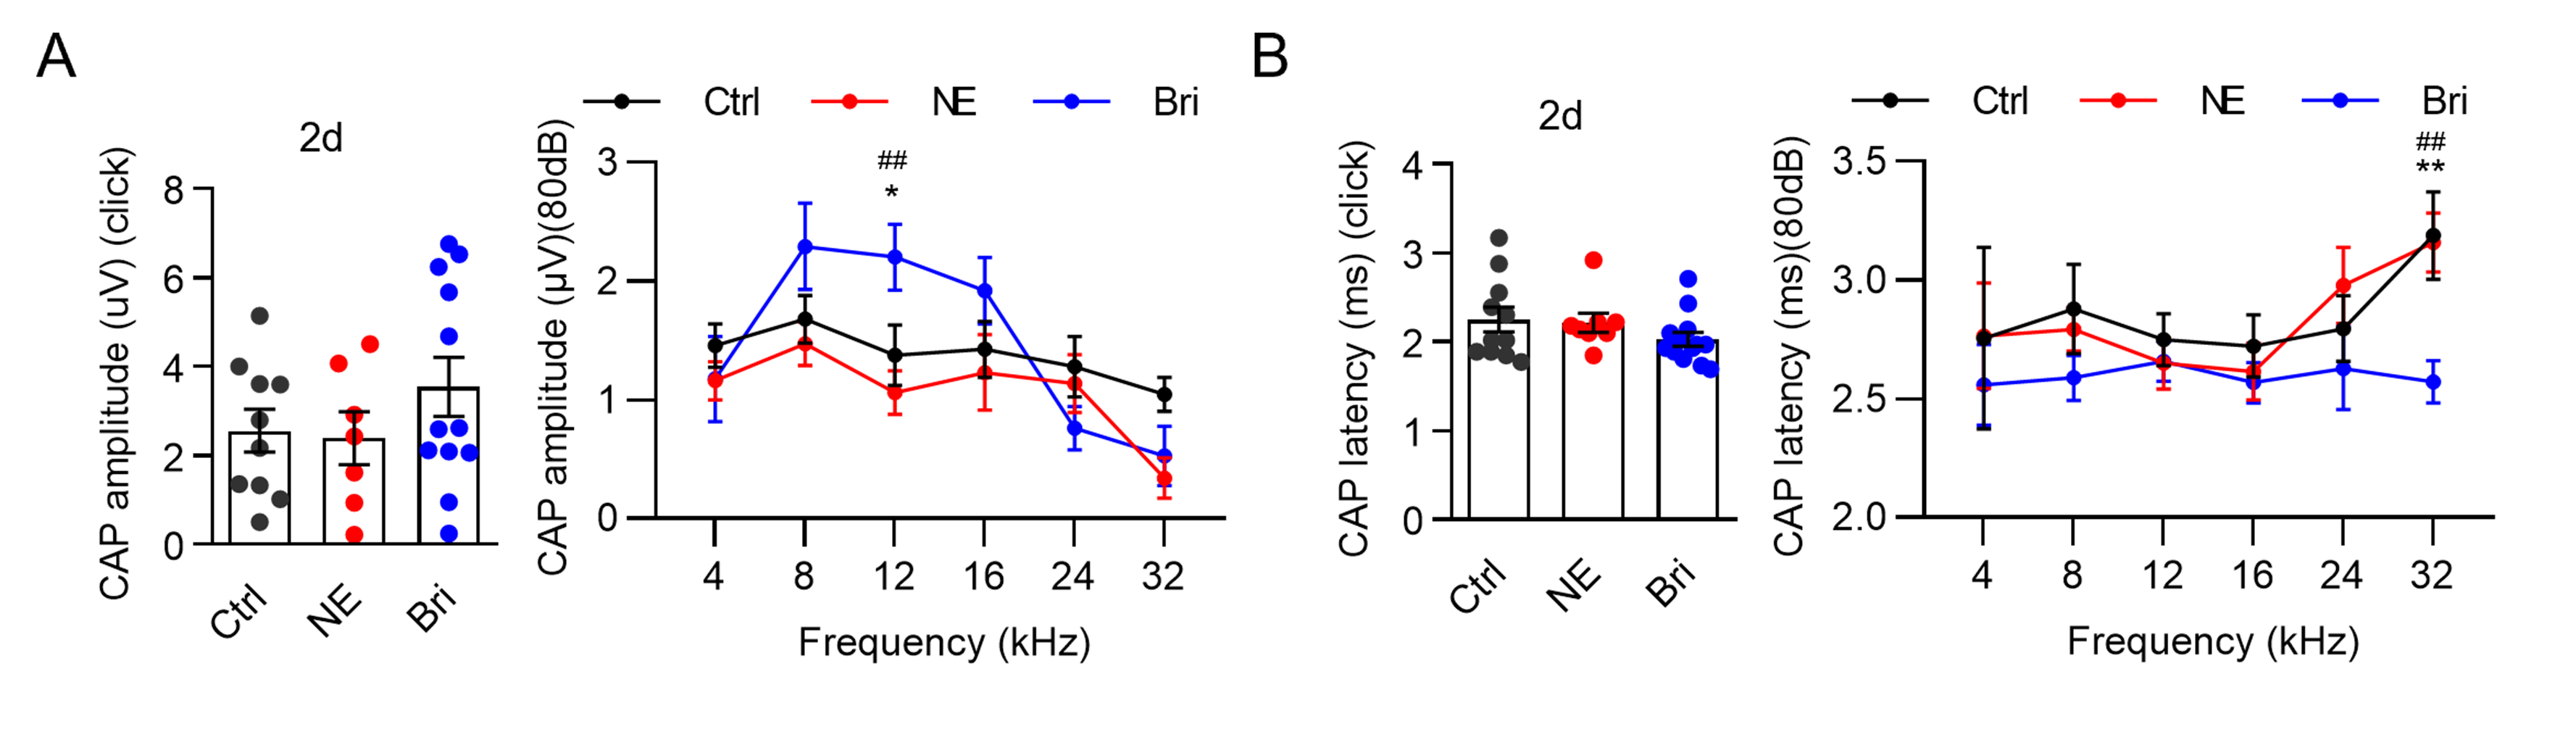

**Figure S2.** **Detection results of CAP in each group at 80 dB.**

A: Brimonidine significantly increased the amplitude of CAP at 12 kHz.

B: Brimonidine significantly shortened the latency of CAP at 32 kHz.

n =5. # p < 0.05 by one-way analysis of variance (ANOVA) compared with NE (#); *p < 0.05, **p < 0.01, ***p < 0.001.

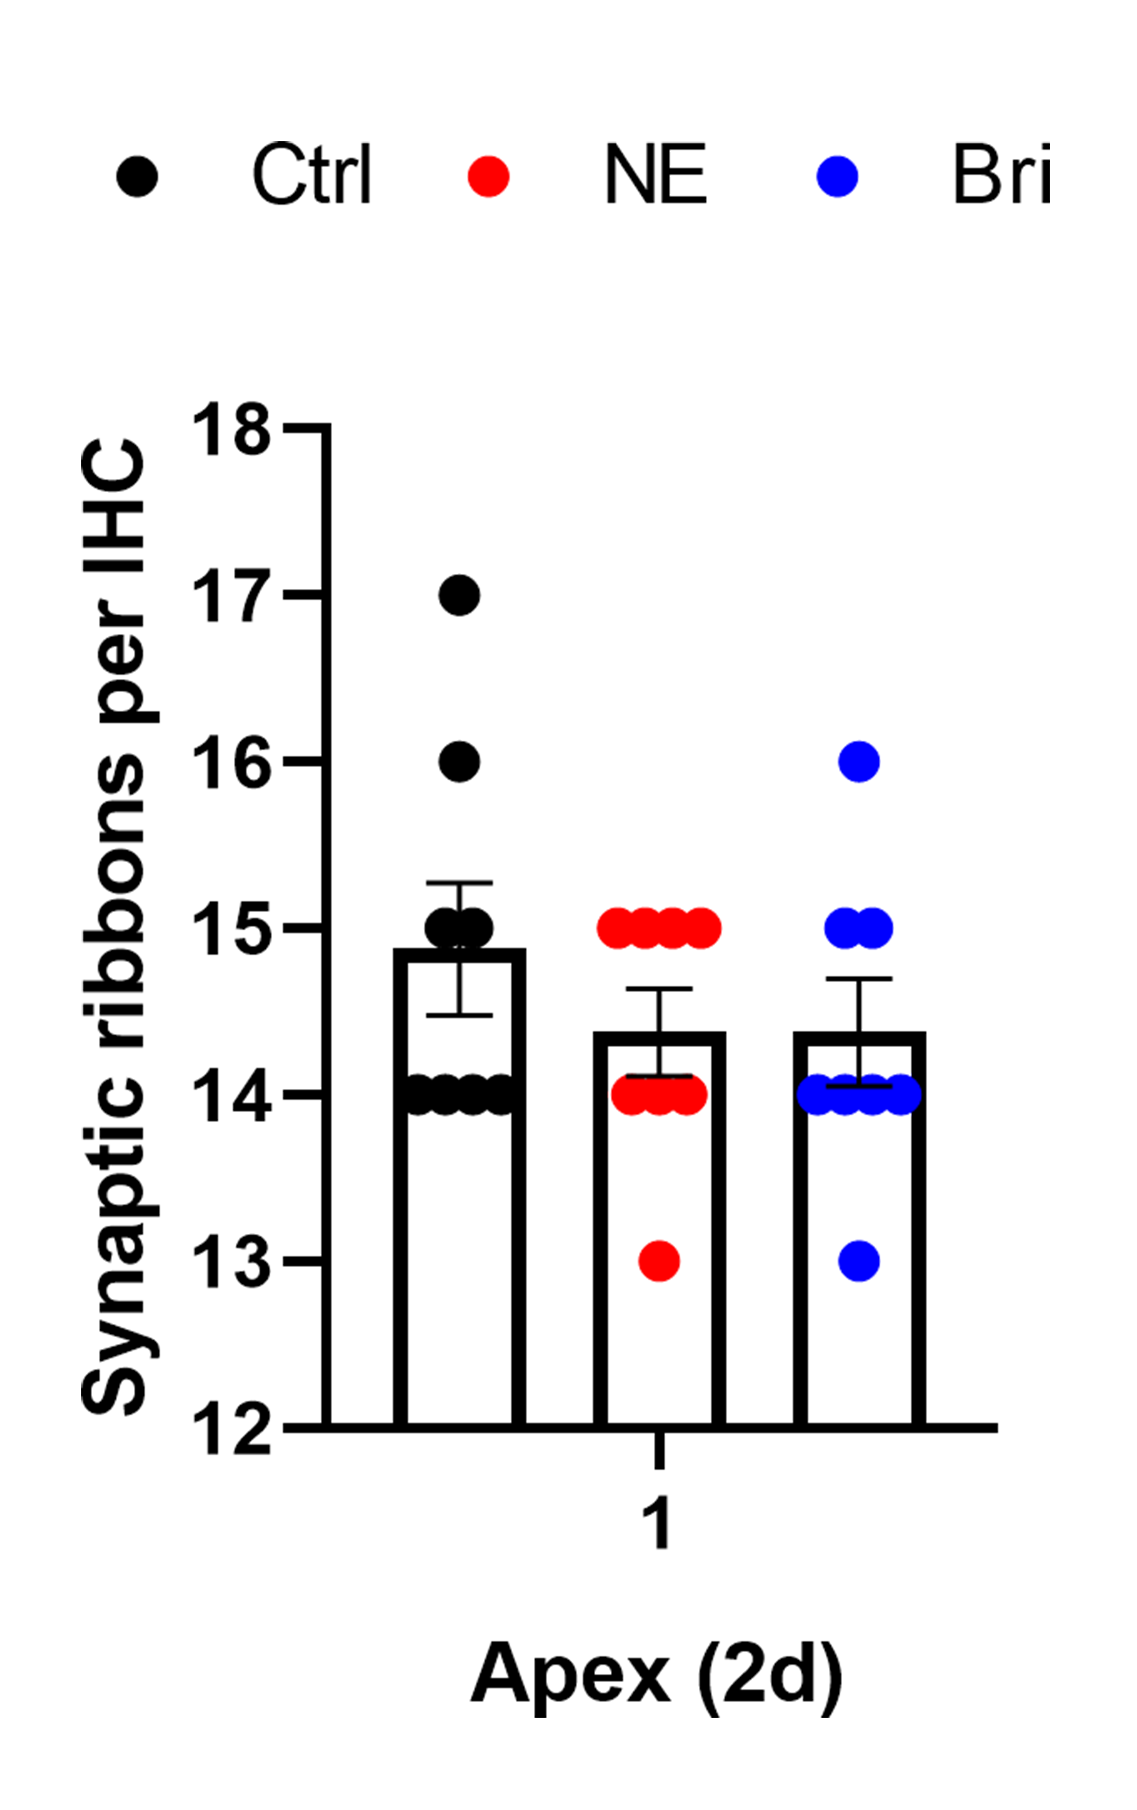

**Figure S3. The number of synapses in the apex turn between three groups at 2 days post-NE.**

No differences were observed in the synaptic counts among all groups at 2 days post-NE.

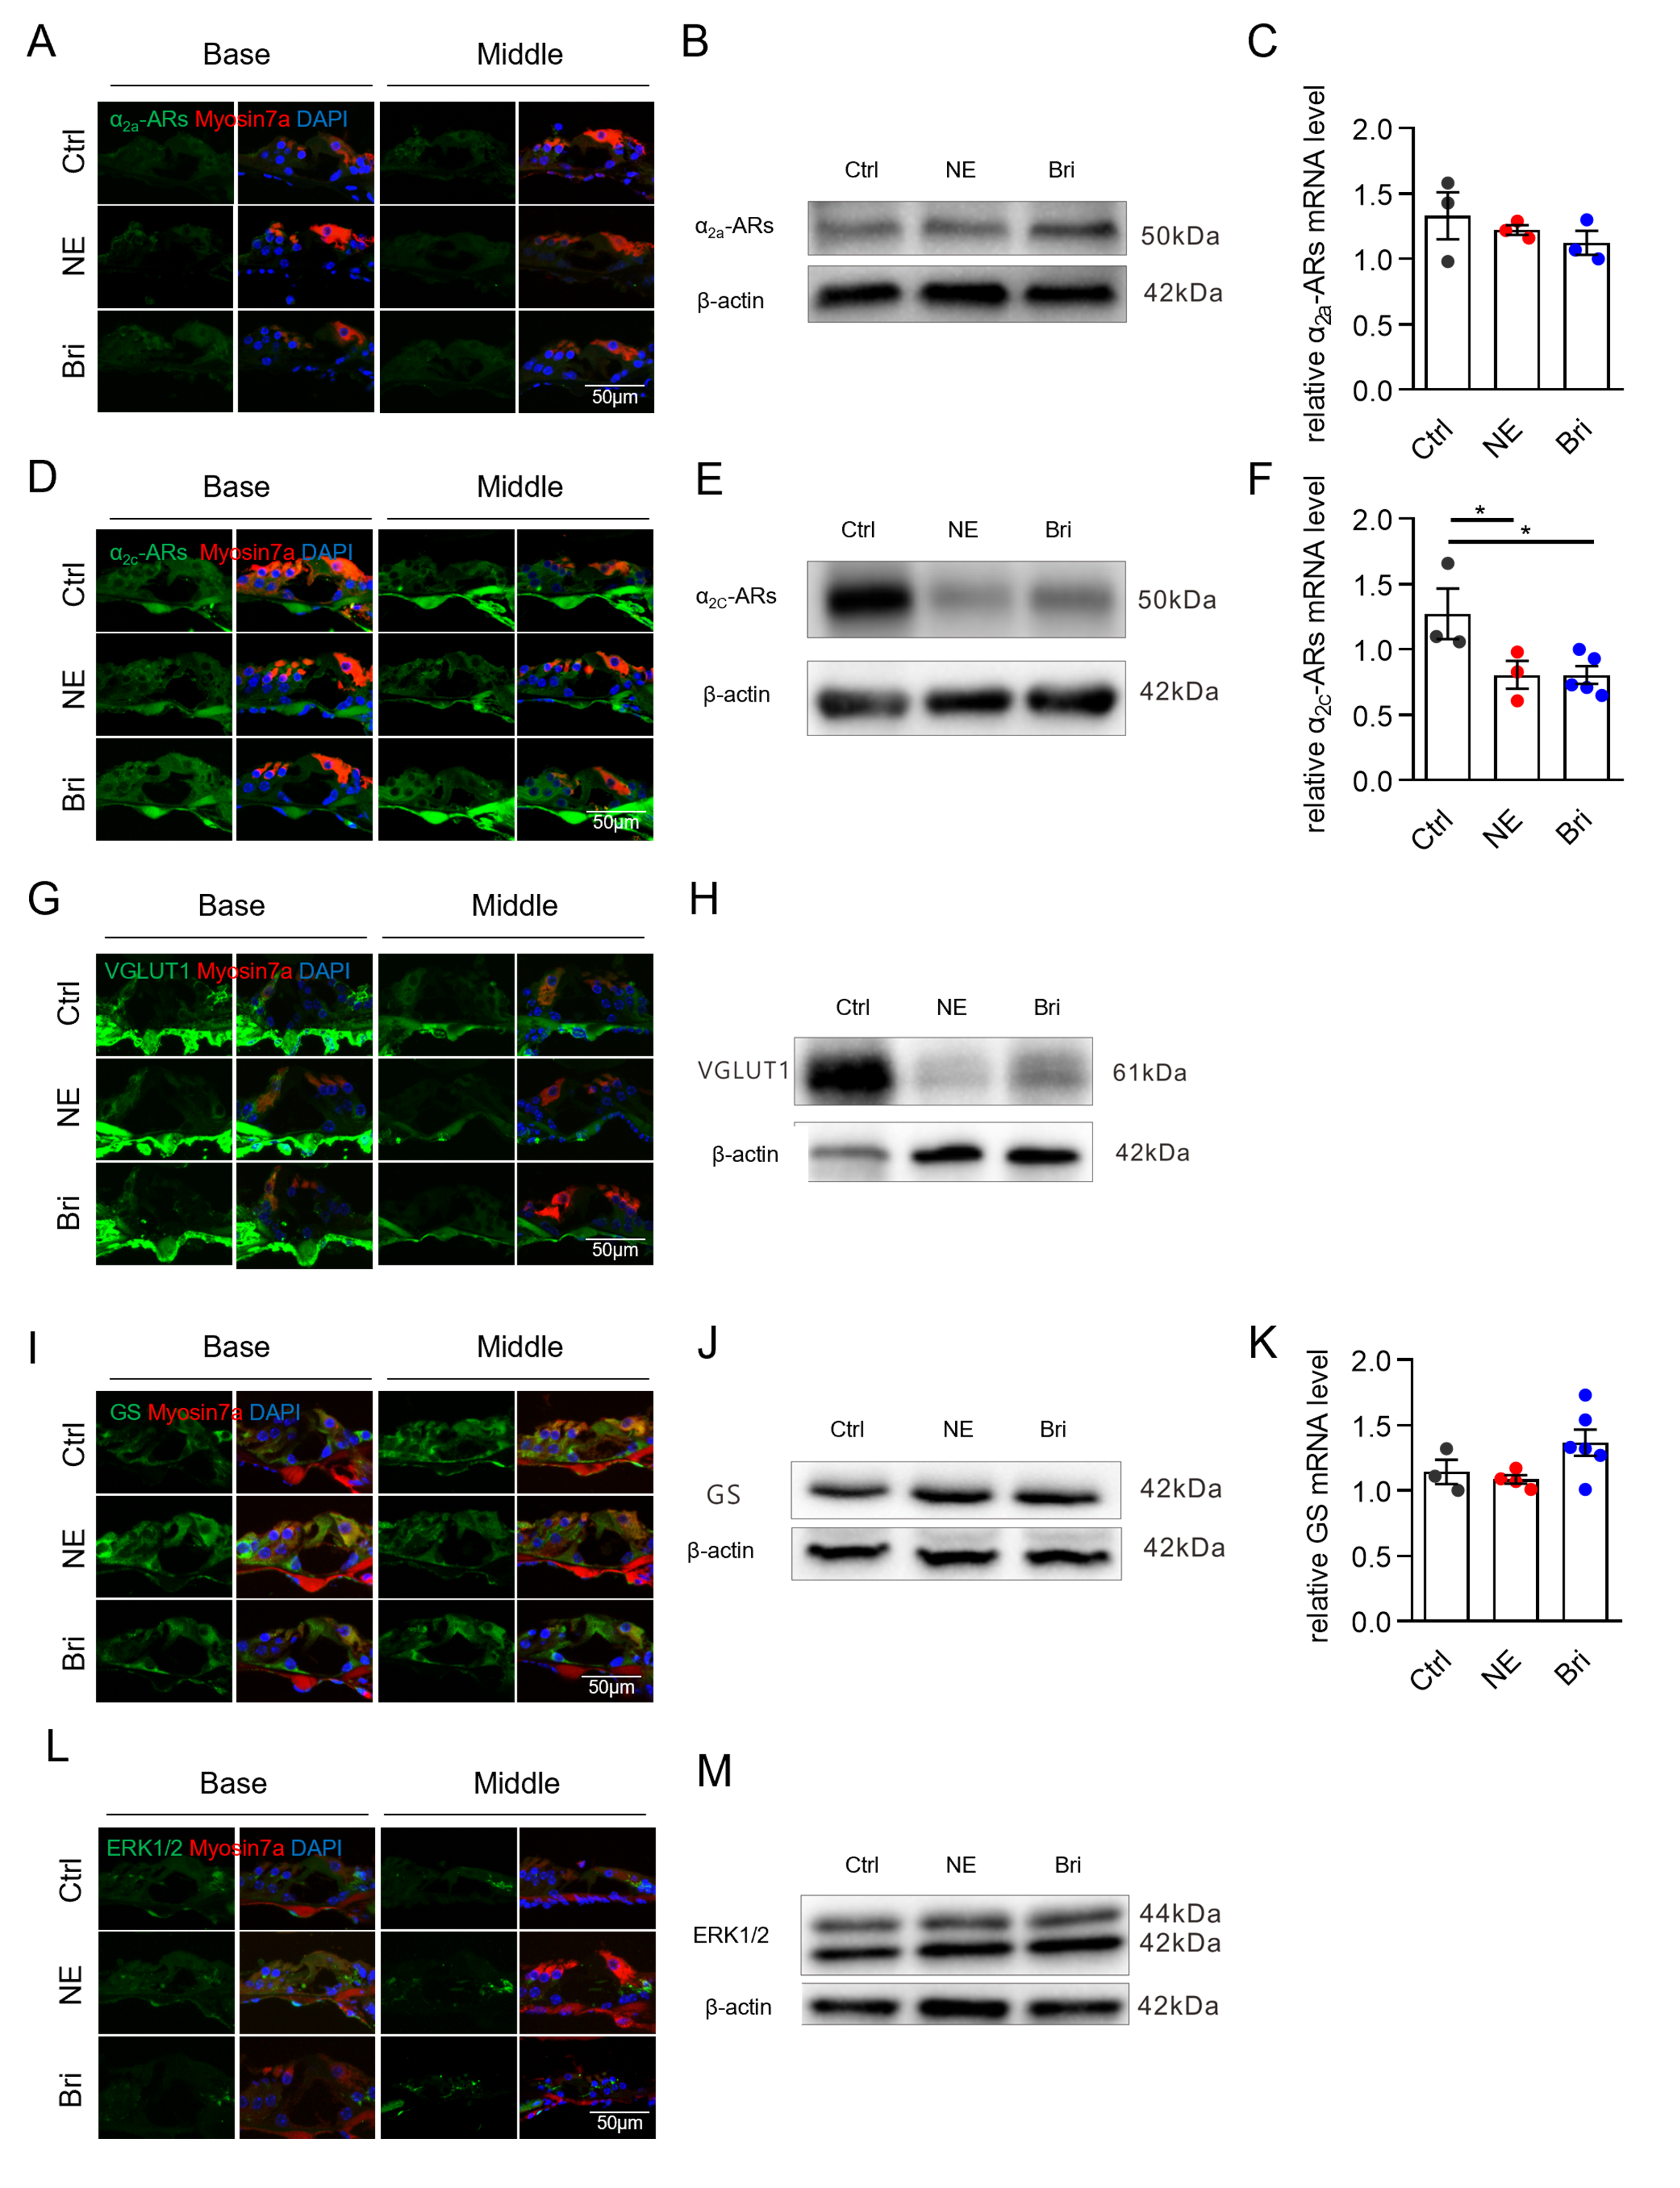

**Figure S4. Expression of** α2**-ARs and glutamate metabolism-related proteins in the inner ear at 2 days post-exposure.**

A–F After NE, both α2b-AR

A–C and α2c-AR

D–F decreased, while brimonidine did not affect their expression.

G–H Western blotting showed that vGluT1 expression was significantly downregulated in both the NE and brimonidine groups.

I–M Glutamine synthetase (GS)

I–K and ERK

L–M showed no differences in expression among the groups. n =5. Scale bars: 100 μm for IF images. *p < 0.05, **p < 0.01, ***p < 0.001.

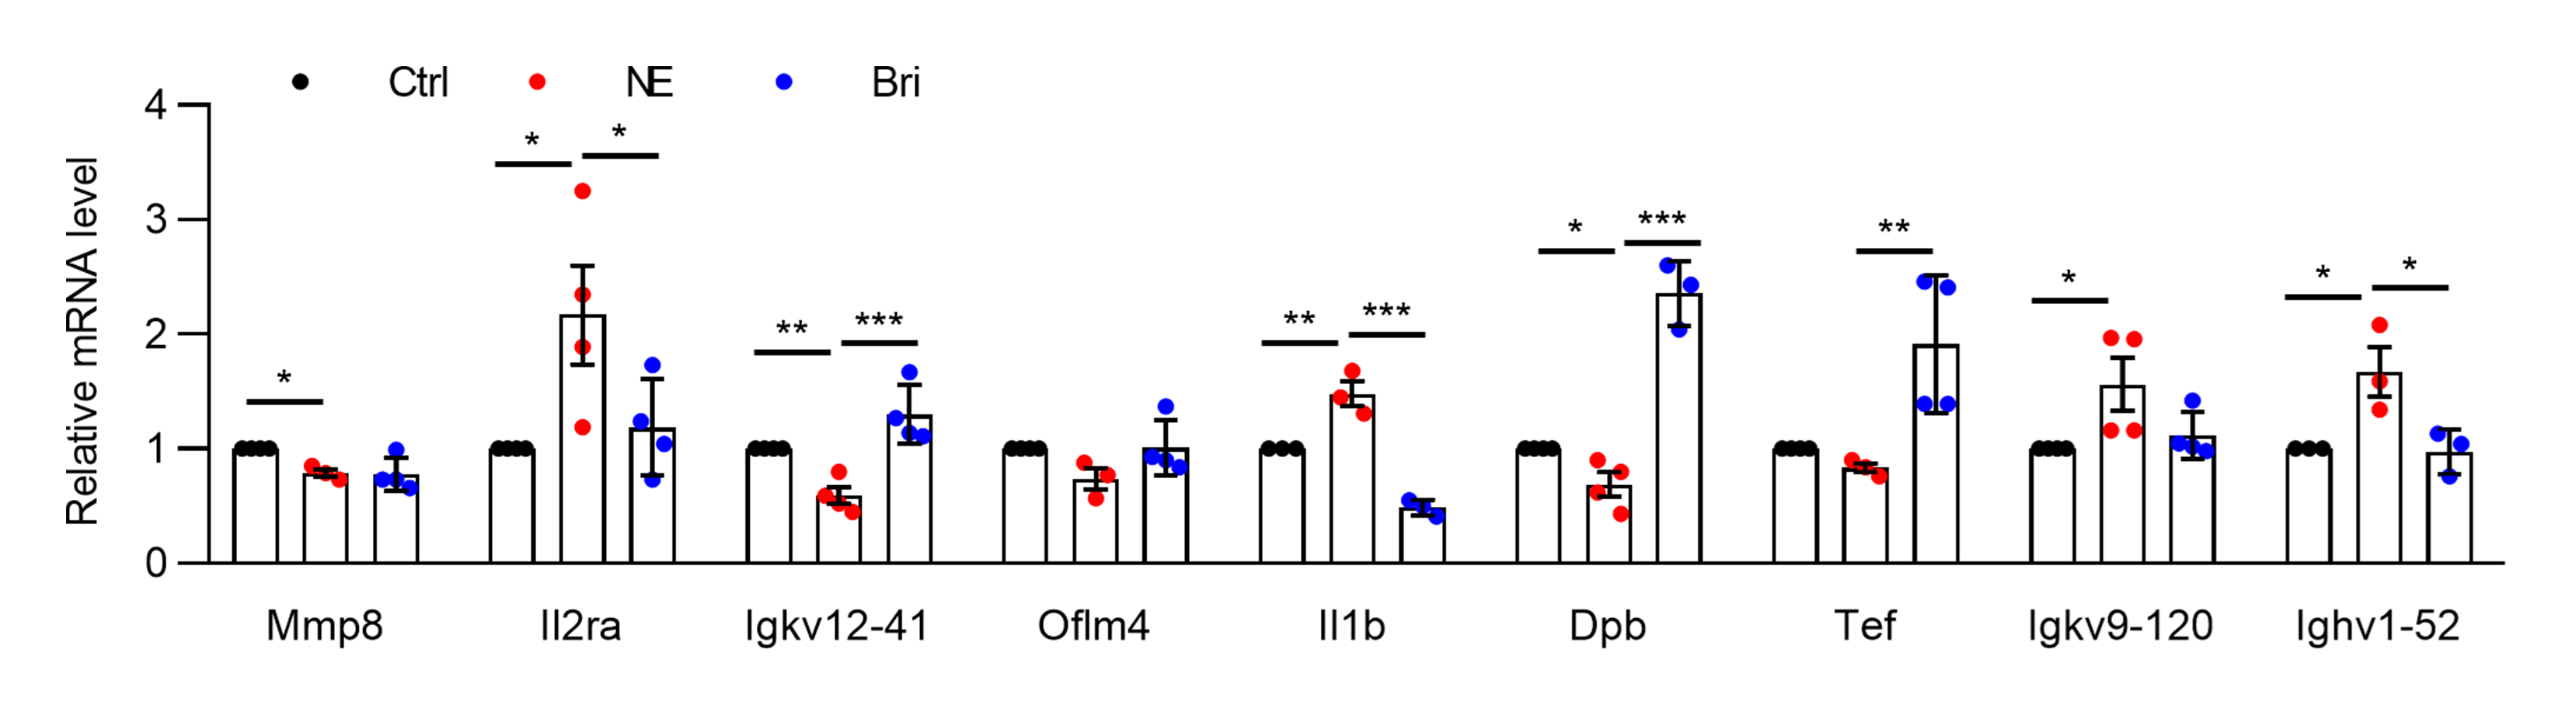

**Figure S5.** **Differentially expressed genes validation results.**

qPCR confirmed mRNA expression of DEGs.

Results were normalized to the GAPDH values. n =5. # p < 0.05 by one-way analysis of variance (ANOVA) compared with NE (#); *p < 0.05, **p < 0.01, ***p < 0.001.

Supplementary Table 1. Lists of antibodies for immunostainings and Western blot

| Antibodies | Source | Identification | Dilution |
| --- | --- | --- | --- |
| Myosin VIIa | Proteus BioSciences | Cat# 25-6790 | 1:1000 |
| Tuj1 | Abcam | Cat# ab78078 | 1:1000 |
| CtBP2 | Santa Cruz | Cat# sc-5967 | 1:200 |
| GlutR2 & 3 | Merck | Cat# AB1506 | 1:200 |
| α2a-AR | Thermo Fisher | Cat# PA1-048 | 1:500 |
| α2b-AR | Antibodies online | Cat# ABIN264463 | 1:500 |
| α2c-AR | Abcam | Cat# ab167433 | 1:200 |
| ERK | CST | Cat# 4695 | 1:200 |
| *p* -ERK | CST | Cat# 4370 | 1:500 |
| GLS | Abcam | Cat# ab93434 | 1:200 |
| VGLUT1 | Abcam | Cat# ab134283 | 1:200 |
| VGLUT2 | CST | Cat#71555 | 1:500 |
| VGLUT3 | Abcam | Cat# ab23977 | 1:200 |
| EAAT1 | Abcam | Cat# ab416 | 1:100 |
| GS | Abcam | Cat# ab73593 | 1:200 |
| Alexa Fluor 488 donkey anti-goat IgG (H+L) | Invitrogen | Cat# A11055; RRID:AB_2534102 | 1:1000 |
| Alexa Fluor 488 donkey anti-mouse IgG (H+L) | Invitrogen | Cat# A21202; RRID:AB_141607 | 1:1000 |
| Alexa Fluor 488 donkey anti-rabbit IgG (H+L) | Invitrogen | Cat# A21206; RRID:AB_2535792 | 1:1000 |
| Alexa Fluor 546 donkey anti-goat IgG (H+L) | Invitrogen | Cat# A11056; RRID:AB_2534103 | 1:1000 |
| Alexa Fluor 546 donkey anti-mouse IgG (H+L) | Invitrogen | Cat# A10036; RRID:AB_2534012 | 1:1000 |
| Alexa Fluor 546 donkey anti-rabbit IgG (H+L) | Invitrogen | Cat# A10040; RRID:AB_2534016 | 1:1000 |

**SUPPORTING INFORMATION**

**Supplementary Table 2. Quantitative PCR primers used in the experiments.**

| **Gene** | **Sequence** | |
| --- | --- | --- |
| ***a2a-AR*** | Forward (5′-3′) | CATCTCCTTCCCGCCACTCAT |
| Reverse (5′-3′) | GGAACCGATGGACGAGGAGAT |
| ***a2b-AR*** | Forward (5′-3′) | GCAATGCGCTGGTAATTCTGG |
| Reverse (5′-3′) | GTTGGCCAGAGAGAAAGGGATG |
| ***a2c-AR*** | Forward (5′-3′) | CACTGGTCATGCCCTTTTCTCT |
| Reverse (5′-3′) | TCCAGACTAATGGCACACAGGT |
| ***VGLUT*** | Forward (5′-3′) | TTGGGGCTGCGATACTGCTC |
| Reverse (5′-3′) | GCCAACCTACTCCTCTCCAAGG |
| ***EAAT1*** | Forward (5′-3′) | TCATCGTCCTGCCTCTCCTCTAC |
| Reverse (5′-3′) | GAGCACAAATCTGGTGATGCGT |
| ***GS*** | Forward (5′-3′) | GAACAGACGGCCACCCATTTG |
| Reverse (5′-3′) | GGCATAACCTCCGCATTTGTCC |
| ***Gls*** | Forward (5′-3′) | TGCAGAAGGACAAGAAAAGATACC |
| Reverse (5′-3′) | AGCATGACACCATCTGACGTT |
| ***Olfm4*** | Forward (5′-3′) | CCTTCAGTTCTGCCTTGGCTC |
| Reverse (5′-3′) | TATCCGGCAGGGAAACAGAACAC |
| ***Dbp*** | Forward (5′-3′) | CTCTTGCAGCTCCTCTTCCC |
| Reverse (5′-3′) | TAGCACCTCCACGGTGTCTG |
| ***Ighv1-52*** | Forward (5′-3′) | CTGGCTACACCTTCACCAGCTAC |
| Reverse (5′-3′) | GGCTGTGCTGGAGGATTTGTCTA |
| ***Tef*** | Forward (5′-3′) | GTCCCTGCTGGAGCATTCTT |
| Reverse (5′-3′) | GTGGAAGGACTCGCCATCGTAG |
| ***Igkv9-120*** | Forward (5′-3′) | TGCCCGACAAGTGAGACTGA |
| Reverse (5′-3′) | TGTTGACTGGCATTTGGGGGAT |
| ***Igkv12-41*** | Forward (5′-3′) | TCAGTCTCCAGCCTCCCTATC |
| Reverse (5′-3′) | CCACTGAACCTTGATGGCACAC |
| ***Il2ra*** | Forward (5′-3′) | CCAGCAACTCCCATGACAAATCG |
| Reverse (5′-3′) | TTCATGTTTCCAAGGAGGTGGC |
| ***Il1b*** | Forward (5′-3′) | GATGAAGGGCTGCTTCCAAACC |
| Reverse (5′-3′) | GGTGCTCATGTCCTCATCCTGG |
| ***Mmp8*** | Forward (5′-3′) | TTGCCCATGCCTTTCAACCAG |
| Reverse (5′-3′) | TGAGCAGCCACGAGAAATAGGT |

How the deposited data were processed for this re-analysis (not part of the article)

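RNA sequencing covered 17 libraries, each from the cochlear RNA of 1 mouse: 3 from the control group, 7 from the NE group and 7 from the brimonidine group, taken 2 days after exposure. According to the paper and the sample labels, the authors extracted total RNA with TRIzol, made strand-specific mRNA libraries with a TruSeq kit and sequenced them on an Illumina NovaSeq instrument. The authors deposited FPKM values for 35285 genes. These divide the fragments counted on each gene by the merged length of its exons and by a total for the library. No other scaling between libraries is part of the values. The paper's own comparison used DESeq2 on counts, and its text does not name the aligner, the counting tool, the genome build or the annotation.

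The unit was checked on the values. Multiplied by the merged exon length in GENCODE M21 on GRCm38, 91.3% of the values were whole multiples of a single step in their library, and with a length solved from the values for the remaining genes this held for 34941 of the 35029 genes above 0 (99.7%). The step gave the total by which each library was divided, between 14457733 and 18288854 fragments. The recovered fragments of every library summed to more than that total, by at most 5.42%, for a reason that was not tested. Genes were kept by their Ensembl identifiers, since 25 symbols belonged to more than 1 gene.

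Groups were taken from the sample labels. Genes with an FPKM of at least 1 in at least 3 of the libraries compared were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(FPKM + 1), and log2 fold changes are on that scale, which understates the change of genes with low values. Each model held only the 2 groups compared. A differentially expressed gene had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, the paper's thresholds. The 3 comparisons were NE with control, brimonidine with NE, and brimonidine with control, which the paper does not report. The authors' test, DESeq2, was not applied, because it needs counts and FPKM values are not counts. The fit was tested on simulated data in which 200 genes were changed by a log2 fold change of 2. For 7 libraries against 3 it called 199 of the 200 with 5 false calls among 15696 genes tested. For 7 against 7 it called 200 of 200 with 2 false calls among 16018 genes tested. The median log2 fold change estimated was 1.79 in both. The simulated genes and libraries all had the same dispersion, and no library stood apart as control 2 does. These counts therefore give neither the error rate for the real libraries nor the power for changes under a log2 fold change of 2.

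The genes named in the text were chosen by a rule: the genes the paper names for RNA sequencing, genes of the glutamate cycle and of adrenergic signaling, of which not all are given, the 5 genes with the smallest p in each direction of each comparison among differentially expressed genes with a mean of at least 1 FPKM and groups that do not overlap, and genes of a list where the list is discussed. For single genes and for lists, group means of log2(FPKM + 1) were compared with exact two-sided permutation tests in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.

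No copy of the KEGG database was available. Gene lists for 4 signaling pathways, with 67 genes for glutamatergic synapse, 89 for neuroactive ligand-receptor interaction, 65 for calcium signaling and 64 for cAMP signaling, were written by hand from knowledge of the genes, and their overlap with the genes lower in the NE group was tested with a one-sided Fisher's exact test against all genes tested. For D-glutamine and D-glutamate metabolism, a list of 4 genes was scored in each library by GSVA in gseapy 1.3.1 with a Gaussian kernel, and the score was compared with 1000 random lists of the same size and similar expression. Altogether 21 lists of cell types and processes were scored as the mean of log2(FPKM + 1) over their genes tested, and p values were adjusted over the 21 lists. They covered D-glutamine and D-glutamate metabolism, the glutamate–glutamine cycle, neuronal genes, spiral ganglion neurons, glia and neurons of the central nervous system, Schwann cells, hair cells, supporting cells and cochlear epithelium, B and plasma cells together and each alone, neutrophils, erythroid cells, skeletal muscle, osteoblasts and bone, the output and the antiphase arm of the circadian clock, immediate early genes, the glucocorticoid response and inflammation. Camera with a preset correlation of 0.01 and fry, both from limma, were run on the same lists.

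The lists, the tests, the rule for named genes and the following alternatives were set before the data were examined: a pseudocount of 0.1, no filter on low values, rescaling to equal totals, by the median ratio or by quantiles, all 17 libraries in 1 model, array weights, a robust eBayes step, no minimum fold change, an unadjusted p, the replicate number as a block, and each library left out in turn. A fit of the recovered fragments with limma's voom was added later, in place of the count tests named among the alternatives. On the simulated data it called 200 of 200 genes in both designs. The sample labels number the libraries within each group. Deviations from the group mean of libraries with the same number correlated between -0.23 and 0.0193 across genes for NE and control, and between -0.152 and 0.0843 for brimonidine and NE, so the numbers were not taken to pair mice. Where groups had at least 3 libraries, the libraries were also regrouped at random 100 times, the real grouping included.

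The KEGG ranking of all pathways was left out, since it needs the gene lists of all pathways. Measurements by qPCR, imaging, electrophysiology and glutamate assay were not examined.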

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

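The tests of other groupings of the libraries, of unequal amounts of brain tissue in the control libraries, of brain tissue in brimonidine 5, of hair cell and spiral ganglion neuron transcripts and of the authors' scaling were chosen only after the result was seen. In a group of 7 libraries, the highest or lowest library was singled out where its distance from the nearest other library exceeded 0.568 of the group's range, the critical value of Dixon's test. Across genes, gene lists and library totals this held in 21 of 114 groups, and chance alone gives about 5.7. Brimonidine 5 accounted for 11 of the 21, NE 1 for 4, NE 6 for 3, brimonidine 3 for 2 and NE 3 for 1.

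Brimonidine 5 was the highest of the 7 brimonidine libraries, at a distance far above the others, mainly for genes that were lower in both exposed groups than in the control group. The distance as a share of the range was 0.892 for Barhl2, 0.886 for Neurod1, 0.86 for Cnpy1, 0.814 for Lhx1os, 0.806 for Ppp1r17, 0.773 for Tagln3, 0.745 for Slc1a3, 0.582 for Aldoc and 0.573 for Gls2. For the list of central neuron genes it was 0.897, and for that of the glutamate–glutamine cycle 0.624. NE 1 was the highest NE library, with a share of 0.789 for Neurod1, 0.781 for Barhl2, 0.68 for Cnpy1 and 0.598 for the central neuron list. These genes and lists move together, so the values are not independent of each other. Of the 875 genes lower in the NE group than in the control group, 783 (89.5%) had their highest brimonidine value in brimonidine 5, against 18.5% of all genes tested. Cbln3 stood at 11.8 FPKM and Cbln1 at 10.0 in brimonidine 5, between NE 1 (3.16 and 2.70) and the control libraries. Some brain tissue in brimonidine 5, and less in NE 1, is therefore a candidate explanation, although not all lists went with it. On the neuronal list, the mean log2(FPKM + 1) of brimonidine 5 was the highest of its group (3.219). That of NE 1 was the lowest of its group (2.246). On the central glia list, brimonidine 5 (1.692) lay below brimonidine 2 (1.819), and NE 1 (1.591) lay below NE 3 (1.766) and NE 7 (1.795). The depth of brimonidine 5, 17780981 fragments, lay within the range of its group. No condition sets this mouse apart from the other 6, so no biological explanation was tested.

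The paper does not report on genes of the central nervous system outside the cochlea. A list of 12 genes of central neurons, of which 10 were tested, had a mean log2(FPKM + 1) that differed by -3.48 between the NE and control groups (exact permutation test, p = 0.0083, the smallest p possible; adjusted p = 0.025 over 21 lists). All 10 genes and all 7 NE libraries were lower. In the NE group 4 of the 12 genes reached 1 FPKM, 1 belongs to another list and 0 were named by the paper. The most abundant of them, Cbln3, had 39.1, 104 and 44.9 FPKM in controls 1, 2 and 3 and between 0.13 and 3.16 in the NE group. Next was Cbln1, with 35.3, 89.9 and 32.1 FPKM in the controls and at most 2.70 in the NE group. The list of central glia was lower by -1.07 (8 of 8 genes; exact permutation test, p = 0.0083) and that of neuronal genes by -1.56 (12 of 12 genes; exact permutation test, p = 0.0083), each with an adjusted p of 0.025. Without each control library in turn, the central neuron list ranged from -4.09 to -3.42, the glia list from -1.26 to -0.74 and the neuronal list from -1.80 to -1.13, over the genes still tested, which were 7 for central neurons, 7 for glia and 12 for neuronal genes. In the glia list 6 of 10 genes reached 1 FPKM in the NE group, and its most abundant genes were lower as well: Gfap had 14.7 ± 5.78 FPKM in the control group (SD, n = 3) and 8.29 ± 1.33 in the NE group (SD, n = 7), and Mobp 12.7 ± 5.71 and 6.77 ± 2.87. Control 1 stood within the NE range for both genes, at 9.05 and 9.32 FPKM.

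Several technical explanations of the 875 lower genes were argued against by the tables. Rescaling by the median ratio gave 769 lower genes, all 769 of them among the 875, against the authors' scaling as the whole cause. Thinning every library to 14457733 fragments, the total of the smallest control library, left 873, of which 860 were the same genes, against the lower depth of the control libraries. Removing each library's trend with gene length and GC content left 770, of which 766 were the same genes, although the lower genes were longer than all genes tested (median 4676 against 3832 bases). Of 100 groupings of the 10 libraries into 7 and 3, drawn from 120, only the real one (1 of 100) gave as many differentially expressed genes, and the highest of the others gave 1 gene, with up to 4114 genes at an unadjusted p under 0.05. The hair cell list could not decide whether a loss of hair cells was a cause. It differed by 0.0022 (exact permutation test, p = 0.975), by -0.109 without control 3 and by 0.132 without control 2. Its 5 genes tested went both ways, with Ocm lowest at -0.55, Pou4f3 at -0.14, Otof at -0.12, Myo7a at 0.08 and Gfi1 at 0.74. The other 5 genes of the list were below the filter, so a loss of hair cells stays open. The paper states that hair cells were preserved.

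Brain tissue left on the control samples is a candidate explanation of the lower genes that the tests leave standing. It needs lower values of the central neuron, glia and neuronal lists, with -3.48 for the first. It also needs no change in the list of supporting cells and cochlear epithelium, which differed by -0.20 (exact permutation test, p = 0.525; -0.47 without control 1 and 0.21 without control 2). No change is needed in the hair cell list either, but its genes went both ways and cannot test this. No reference profile of brain was at hand to say how much Gfap and Mobp such tissue would bring. The number of lower genes also depended on control 2: without it 340 genes were lower, of which 336 were among the 875, against 786 (597 among the 875) without control 1 and 725 (589) without control 3. Without any 1 control the filter left 598 of the 875 genes to be tested, the same number for each control, so the filter does not account for the difference between them. For the 795 lower genes in no neural list, the excess over the NE mean was 3.12 times as large in control 2 as in controls 1 and 3 (median; quartiles 2.73 and 3.64), and above 1.5 times for 98.5% of them. The ratio was 2.77 for the central neuron list (quartiles 2.69 and 3.01). The quartile ranges overlap, and a list of 10 genes set against so many decides neither way, so different amounts of brain tissue and other differences of control 2 cannot be told apart for these genes.

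For spiral ganglion neurons the list differed by -0.95 between NE and control (8 of 10 genes lower; exact permutation test, p = 0.0083; adjusted p = 0.025), and by -0.53 without control 2, where 9 of the 10 genes were still tested (-0.885 for these 9 with all controls). In this list 9 of 10 genes reached 1 FPKM in the NE group and 4 belong to another list. Over the 7 genes with an excess in the controls, the ratio of control 2 to controls 1 and 3 was 5.48 (median; quartiles 4.24 and 8.71) over few genes. Loss of spiral ganglion neuron transcripts and brain tissue cannot be told apart for these genes, because central neurons may express them too and because control 2 carries most of the excess. The paper states that the number of these neurons did not differ between the groups at 2 days. Noise itself stays open for all of these genes: exposed and control mice differed in exposure and in the level of central neuron genes together, so an effect of noise on them was not tested. Neither the labels nor the paper give a batch for dissection, library or sequencing.

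Between the brimonidine and control groups, a comparison the paper does not report, 27 genes were higher and 886 lower in the brimonidine group among 15947 genes tested. The lower genes included 832 of the 875 that were lower in the NE group (95.1%), and the log2 fold changes of the 2 comparisons correlated across 15677 genes with r = 0.969, where genes are not independent replicates. Both comparisons use the same 3 control libraries. In 20 simulations without any change, sharing them gave a median r of 0.701 and 0 shared genes. The simulations gave each gene the same spread in every group. The real control libraries spread more widely, as in the neutrophil list (SD 1.08 in control, 0.16 in NE and 0.103 in brimonidine). The simulated values therefore cannot say how much of the real r and of the shared genes came from the common controls. Of 100 groupings of the 10 libraries, drawn from 120, only the real one (1 of 100) gave as many differentially expressed genes, and the highest of the others gave 1. Without control 2 the number of lower genes was 450, with fewer genes admitted by the filter. The central neuron list differed by -3.32 (10 of 10 genes lower; exact permutation test, p = 0.0083; adjusted p = 0.0219). The explanations weighed for NE against control, brain tissue on the control samples and noise exposure, apply here in the same way, and this comparison could not separate them, since the NE and the brimonidine mice were both exposed.

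The remaining values that stood apart were in NE 3, NE 6 and brimonidine 3. In NE 3 Dbp was the lowest of the group (0.577 of the range), and in NE 6 Tef was the lowest (0.568). NE 6 also had the fewest fragments of its group, 15769236 (0.686 of the range), and the highest value of the neutrophil list (0.642). In brimonidine 3 Olfm4 was the lowest (0.581) and Ms4a8a the highest of the group (0.62). Their number is close to what chance gives over 114 groups, no condition sets these mice apart, and no explanation was tested for them.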

How the results depend on the processing

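The fit of the recovered fragments and the values of the gene lists without each control library were chosen only after the result was seen. Alternatives for which no cause is given below changed results without a known reason, and the cause was not tested.

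Between NE and control, the 875 genes lower in NE stayed within 1.5 times that number with a pseudocount of 0.1 (1131), no filter (897), equal totals (1046), the median ratio (769), quantile normalization (723), all 17 libraries in 1 model (889), array weights (673), a robust step (875) and the recovered fragments (1189). The 43 higher genes became 79 with a pseudocount of 0.1, 17 with no filter, 86 with all 17 libraries and 137 with array weights. Array weights kept 597 of the 918 genes. Without the minimum fold change 338 genes were higher and 1909 lower, and at an unadjusted p 1695 were higher and 3557 lower, as looser thresholds must give more. Across the 10 fits that each left out 1 library, between 22 and 144 genes were higher (the highest without control 1) and between 340 and 909 lower (the lowest without control 2, the highest without NE 3). Without any 1 control the filter left 641 of the 918 genes to be tested. Rescaling by the median ratio moved the median log2 fold change of all genes by 0.102 and quantile normalization by 0.106. For brimonidine against control quantile normalization moved it by 0.102.

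Between brimonidine and NE, 0 genes in either direction remained the result with a pseudocount of 0.1, no filter, each rescaling, all 17 libraries, a robust step, the recovered fragments and each of the 14 libraries left out, with between 455 and 1592 genes at an unadjusted p under 0.05. Array weights gave 1 lower gene, Ighv1-52. Without the minimum fold change 1 gene was higher, and at an unadjusted p 519 were higher and 387 lower.

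Between brimonidine and control, the 886 lower genes stayed within 1.5 times that number under the same alternatives for scaling, filter, pseudocount and weights, from 743 with quantile normalization to 1220 with the recovered fragments. The 27 higher genes became 66 with a pseudocount of 0.1, 9 with no filter, 55 with equal totals, 50 with the median ratio, 51 with quantile normalization, 112 with array weights and 56 with the recovered fragments, the last an alternative chosen after seeing the data. Without the minimum fold change 553 were higher and 1965 lower, and at an unadjusted p 2167 were higher and 3505 lower. With 1 library left out, between 12 (without brimonidine 1) and 180 (without control 1) were higher and between 450 (without control 2) and 922 (without brimonidine 5) lower.

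With the replicate number as a block (replicate block), which keeps only the 3 control libraries and the 3 exposed libraries with the same numbers, 0 genes were higher and 0 lower between NE and control, with 2063 genes at an unadjusted p under 0.05. Brimonidine against control gave 3 higher and 258 lower, and brimonidine against NE, with 7 numbers shared, gave 0, with 775 genes at an unadjusted p under 0.05. Fewer libraries entered the first 2 of these fits.

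Among named genes outside the fits that left out a library, 351 values kept their direction and their side of the threshold, 24 were weaker, 3 stronger and 2 reversed. Both reversals came with array weights between NE and control, where Il1b was -0.96 and Olfm4 -0.049. With 1 library left out, 401 were unchanged in that sense, 14 weaker, 3 stronger and 3 reversed. Mmp8 between NE and control ranged from -0.0052 (without control 2) to 0.96 (without control 1), Olfm4 from -0.096 (without control 2) to 0.29 (without control 1), and Slc17a7 between brimonidine and NE from -0.21 (without brimonidine 5) to 0.0016 (without brimonidine 2). The enrichment of the 4 pathway lists by Fisher's exact test and the difference in GSVA score kept their direction and their side of the threshold in every alternative that was run for them.

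Several gene lists changed direction with a control library left out. Between NE and control, the hair cell list ranged from -0.109 (without control 3) to 0.132 (without control 2), supporting cells and cochlear epithelium from -0.471 (without control 1) to 0.206 (without control 2), B and plasma cells together from -0.0425 (without control 3) to 0.442 (without control 2), B cells from -0.524 to 0.374, erythroid cells from -0.519 to 0.564 and osteoblasts and bone from -0.235 to 0.362, the last 3 without controls 3 and 2. Between brimonidine and control, the hair cell list ranged from -0.0977 to 0.175, B cells from -0.639 to 0.184, erythroid cells from -0.354 to 0.73 and osteoblasts and bone from -0.323 to 0.274, again without controls 3 and 2. The epithelium ranged there from -0.421 (without control 1) to 0.256 (without control 2), B and plasma cells from -0.132 (without control 3) to 0.292 (without control 1), the glucocorticoid response from -0.101 (without control 2) to 0.0417 (without control 3) and inflammation from -0.402 (without control 2) to 0.76 (without control 3). In the set tests, lists near no change took the opposite direction: camera's adjusted p was 0.831 for B cells, 0.672 for erythroid cells and 0.672 for osteoblasts between NE and control and 0.885 for osteoblasts between brimonidine and control, and fry's was 0.946 for the glucocorticoid response between NE and control.

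Count tests on the recovered fragments by edgeR or DESeq2, named among the alternatives, were not run, since the fragments were recovered from FPKM values rather than given as counts. Thinning every library to the smallest gave 873 lower genes between NE and control, 860 of them among the 875, so unequal depth between the libraries did not set that number.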

Differences from the paper's values

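The combinations of an unadjusted p with a further alternative, given below for brimonidine against NE, were chosen only after the result was seen.

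For NE against control the paper's number of differentially expressed genes is 1962, of which the paper's 235 were higher and 1727 lower in the NE group, and here 918 genes passed the thresholds stated in the paper's text, 43 higher and 875 lower. Among the alternatives set before the data were examined, the adjusted p with no minimum fold change gave 2247 genes, 338 higher and 1909 lower, within 1.5 times each of the paper's numbers. None of the others did: the unadjusted p gave 5252 genes, 1695 higher and 3557 lower, and the pseudocount of 0.1, no filter, the 3 rescalings, all 17 libraries in 1 model, array weights, the robust step, the replicate block and each library left out gave between 0 and 1210 genes, with at most 144 higher and 1131 lower.

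For brimonidine against NE the paper's number is 1063, of which the paper's 413 were higher and 650 lower in the brimonidine group, and here 0 genes passed the thresholds stated in the paper's text, 0 higher and 0 lower, with 906 at an unadjusted p under 0.05. In the paper's Fig. 3C, which shows this comparison, the vertical axis is labelled P value while the note under the panel gives an adjusted p, and genes with an absolute log2 fold change under 1, such as Olfm4 and Mmp8, are marked as changed. Among the alternatives set before the data were examined, the unadjusted p with no minimum fold change gave 906 genes and 519 higher genes, within 1.5 times the paper's numbers, but its 387 lower genes were not. The adjusted p with no minimum fold change gave 1 gene, array weights gave 1, and each of the other alternatives gave 0. With the unadjusted p combined with a further alternative, chosen after seeing the values, all 3 numbers came within 1.5 times the paper's after rescaling by the median ratio (837 genes, 366 higher and 471 lower), after quantile normalization (965, 528 and 437), without NE 6 (1118, 582 and 536) and without brimonidine 7 (1028, 542 and 486).

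The paper states that NE raised Il1b and Il2ra. It also measured differentially expressed genes by qPCR, which was not examined here. Here the log2 fold change of Il1b was 0.76 (adjusted p = 0.378, limma) and that of Il2ra 0.98 (adjusted p = 0.211, limma). Without control 3, the change of Il1b was 1.69 with an adjusted p of 0.0289 (limma), in a range over its alternatives from 0.0289 to 0.942. The paper also states a rise of Igkv12-41, which had a log2 fold change of 1.78 (adjusted p = 0.136, limma). Its adjusted p was 0.0439 with all 17 libraries in 1 model and 0.0426 without control 3, in a range from 0.0426 to 0.858 (limma).

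According to the paper, 9 genes changed significantly between the brimonidine and NE groups. Its evidence also includes qPCR of differentially expressed genes, which was not examined here. Here Olfm4 alone had an adjusted p under 0.05 (0.043, limma; range over the alternatives from 0.000488 to 0.479), and its log2 fold change of 0.52 was below the paper's minimum. Ighv1-52 passed with array weights (adjusted p = 0.0212, limma; range from 0.0212 to 0.9999). Dbp had an adjusted p of 0.0394 with array weights and 0.0426 without brimonidine 3 (limma; range from 0.0394 to 0.479), with a log2 fold change of 0.94 and 0.92, below the minimum. In no alternative did the adjusted p of Il1b, Il2ra, Igkv9-120, Igkv12-41, Mmp8 or Tef fall below 0.05.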

Other observations

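Of the tests in this part, those of other groupings of the libraries, of the glucocorticoid response, of the marrow content of control 2 and of the 2 standard errors around the B and plasma cell and neutrophil lists were chosen only after the result was seen.

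Between the brimonidine and NE groups, 906 genes had an unadjusted p under 0.05. Of 100 groupings of the 14 libraries into 7 and 7, drawn from 1716, 24 gave as many such genes, the real grouping included, and the highest of the others gave 2219. The real grouping gave 0 differentially expressed genes, which 100 of the 100 groupings reach by construction, so that count tests nothing; the highest of the others gave 1.

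The 3 immunoglobulin genes Ighv1-52, Igkv9-120 and Igkv12-41 had a mean log2(FPKM + 1) that differed by -1.34 between brimonidine and NE (exact permutation test, p = 0.00058, the smallest p possible). The hypothesis that the brimonidine libraries held fewer B and plasma cells was tested on the other 19 genes of the B cell and plasma cell lists, none of which the paper names. They differed by -0.22 (standard error 0.107; exact permutation test, p = 0.067), and 1 of the 19 was higher. The most abundant genes of the B and plasma cell list were Igkc, with 10330 ± 3821 FPKM in the NE group (SD, n = 7) and 7264 ± 1373 in the brimonidine group (SD, n = 7), and Jchain, with 628 ± 207 and 479 ± 55.7. Of the 13 genes of that list, 12 reached 1 FPKM in the NE group and 11 belong to another list. With 2 standard errors on either side, the 19 genes differed by between -0.434 and -0.00608, which argues against fewer such cells as the whole cause of a change of -1.34, while a part of it stays open. A different mixture of antibody-producing clones, fragments shared between similar variable genes and an effect of brimonidine stay open and were not tested. The 3 genes were picked by the study from these libraries, which enlarges their change and lowers its p.

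The mean of Olfm4 and Mmp8 differed by 0.43 between brimonidine and NE (exact permutation test, p = 0.00058, the smallest p possible). If more neutrophils or marrow in the brimonidine libraries were the cause, the rest of the neutrophil list would be higher by a similar amount. Its 14 other genes differed by 0.0521 (standard error 0.0804; exact permutation test, p = 0.54), 8 of them higher. S100a9 had 20050 ± 4589 FPKM in the NE group (SD, n = 7) and 19590 ± 3715 in the brimonidine group (SD, n = 7), and Ngp had 8738 ± 1477 and 8630 ± 614. All 16 genes of the list reached 1 FPKM in the NE group, 1 belongs to another list and 2 are named by the paper. With 2 standard errors on either side, the 14 genes differed by between -0.109 and 0.213, which argues against more neutrophils as the whole cause of a change of 0.43, while a part of it stays open. A change in the stage of the neutrophils and an effect of brimonidine also stay open and were not tested. Olfm4 and Mmp8 were picked by the study from these libraries, which enlarges their change and lowers its p, so a change smaller than 0.213 would leave this explanation open.

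Dbp and Tef belong to the output of the circadian clock, and the study picked them from these libraries. Between brimonidine and NE their mean differed by 0.644 (exact permutation test, p = 0.00117), the other 9 genes of the clock output list by 0.23 (9 of 9 higher; exact permutation test, p = 0.0186) and the antiphase list by -0.148 (4 of 5 genes lower; exact permutation test, p = 0.00991). After adjustment over 21 lists, neither the whole output list (0.305, 11 of 11 genes higher, exact permutation test, adjusted p = 0.102) nor the antiphase list (adjusted p = 0.102) passed 0.05. These opposite directions are consistent with a different phase of the clock, which may come from the time of day at which the mice were killed or from brimonidine. The paper and the labels do not give the time for each group, so these 2 sources were not tested. Between NE and control the mean of Dbp and Tef differed by -0.816 (exact permutation test, p = 0.0083, the smallest p possible), the other 9 output genes by -0.612 (0 of 9 higher; exact permutation test, p = 0.0083) and the antiphase list by -0.292 (0 of 5 higher; exact permutation test, p = 0.025; adjusted p = 0.0656; -0.165 without control 2). Both arms were lower there, which a shift of phase alone would not give. Control 2 was the highest library on both lists, at a mean log2(FPKM + 1) of 3.522 for the output and 3.139 for the antiphase list. Other differences of the control libraries and a shift of phase therefore cannot be told apart in this comparison. Of the output list, 11 of 11 genes reached 1 FPKM in the NE group, 1 belongs to another list and 2 are named by the paper, and of the antiphase list 5 of 6 were in the table.

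Fkbp5 was higher in NE than in control by 1.06 (exact permutation test, p = 0.0083, the smallest p possible) and responds to glucocorticoids. The other 9 genes tested of the glucocorticoid response list differed by -0.0273 (exact permutation test, p = 0.85), with 3 higher and the rest lower. Zbtb16 rose by 1.02 (adjusted p = 0.0426, limma), while Tsc22d3 and Per1 changed by -0.57 and -0.81 (adjusted p = 0.0469 and 0.0371, limma). With members in both directions, a glucocorticoid response and another cause of the change in Fkbp5 cannot be told apart. Of the 11 genes of the list, 10 reached 1 FPKM in the NE group and 2 belong to another list.

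Il1b and Il2ra were higher in NE than in control by 0.873 on average (exact permutation test, p = 0.167), and by 0.0999 without control 2 (exact permutation test, p = 0.917). For Il1b alone the value without control 2 was 0.107. The neutrophil list moved in the same way, from 0.69 (16 of 16 genes higher; exact permutation test, p = 0.1; adjusted p = 0.175) to 0.0679 without control 2 (exact permutation test, p = 0.556). S100a9 had 18564, 3887 and 21797 FPKM in controls 1, 2 and 3, and Ngp had 8244, 1951 and 6735. A low marrow content of control 2 is thus a candidate explanation of the higher mean of these genes in the NE group, tested on the libraries in which it was seen. The difference without control 3, 1.69 for Il1b, shows that control 3 weighs as much in the other direction, and an effect of noise stays open.

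The glutamate–glutamine cycle list differed by -0.935 between NE and control (11 of 12 genes lower; exact permutation test, p = 0.0083; adjusted p = 0.025). D-glutamine and D-glutamate metabolism differed by -0.407 (4 genes tested, 2 higher and 2 lower; adjusted p = 0.025, exact permutation test). For this list camera with its preset correlation gave an adjusted p of 0.672, and fry gave 0.0161. With each control left out in turn, the list differed by between -0.164 (without control 3) and -0.0963 (without control 2), since Gls2 falls below the filter in each case. With all controls the other 3 genes differed by -0.134. Schwann cell genes differed by -0.348 (0 of 9 higher; adjusted p = 0.215, exact permutation test), or -0.0059 without control 2. B and plasma cells together differed by 0.241 (adjusted p = 0.502, exact permutation test), plasma cells by 0.729 (9 of 9 higher; adjusted p = 0.0875, exact permutation test; 0.388 without control 2) and B cells by -0.0907 (adjusted p = 0.865, exact permutation test). For erythroid cells the difference was -0.0613 and for osteoblasts and bone -0.0068 (adjusted p = 0.992 for each, exact permutation test). With 1 control library left out, B and plasma cells together changed direction to -0.0425 without control 3 (0.442 without control 2), and without control 2 the other lists near no change stood at 0.374 for B cells, 0.564 for erythroid cells and 0.362 for osteoblasts. Skeletal muscle differed by 0.808 (11 of 12 higher; adjusted p = 0.0875, exact permutation test; 1.22 without control 2), immediate early genes by -0.242 (8 of 13 lower; adjusted p = 0.143, exact permutation test; -0.123 without control 3), the clock output by -0.649 (0 of 11 higher; adjusted p = 0.025, exact permutation test), the glucocorticoid response by 0.0816 (adjusted p = 0.7, exact permutation test; 0.0302 without control 2 and 0.172 without control 3) and inflammation by 0.615 (14 of 14 higher; adjusted p = 0.35, exact permutation test; 0.0685 without control 2 and 1.23 without control 3).

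Between brimonidine and NE, no list passed an adjusted p of 0.05 over the 21 lists. Besides the clock lists, the smallest adjusted p was that of inflammation, which differed by -0.47 (13 of 14 genes lower; exact permutation test, p = 0.0146; adjusted p = 0.102). Camera with its preset correlation put inflammation at an adjusted p of 4e-12, clock output at 9.45e-10 and plasma cells at 6.35e-06 in this comparison. None of these calls held under fry, whose adjusted p was 0.0983 for inflammation, 0.0962 for clock output and 0.312 for plasma cells.

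Among genes of the glutamate cycle and of adrenergic signaling, Slc1a3 differed between NE and control by a log2 fold change of -2.45 (adjusted p = 0.000212, limma). Slc17a7 differed by -2.18 (adjusted p = 0.00144, limma) and Gls2 by -1.23 (adjusted p = 0.00457, limma). Without control 2 the values were -2.04 for Slc1a3 and -1.68 for Slc17a7. All of these are among the lower genes for which brain tissue on the control samples stays a candidate explanation. Slc17a6 changed by -0.45 (adjusted p = 0.245, limma; -0.21 without control 2), Glul by -0.33 (adjusted p = 0.235, limma; -0.062 without control 2) and Adra2a by -0.14 (adjusted p = 0.655, limma). In brimonidine against NE the log2 fold changes were 0.16 for Slc1a3, 0.11 for Glul, -0.25 for Slc17a6, -0.09 for Slc17a7 and -0.10 for Adra2a, with adjusted p values from 0.899 to 0.979 (limma). That of Slc1a3 was 0.055 without brimonidine 5, and that of Slc17a7 was -0.21 without brimonidine 5 and 0.0016 without brimonidine 2. Slc17a8, Adra2b and Adra2c were below the filter on low values in both comparisons.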
